# RNA-Seq analysis of blood meal induced gene-expression changes in *Aedes aegypti* ovaries

**DOI:** 10.1186/s12864-021-07551-z

**Published:** 2021-05-27

**Authors:** Dilip K. Nag, Constentin Dieme, Pascal Lapierre, Erica Lasek-Nesselquist, Laura D. Kramer

**Keywords:** *Aedes aegypti*, RNA-Seq, Differential gene expression, Blood meal, Egg development

## Abstract

**Background:**

Transmission of pathogens by vector mosquitoes is intrinsically linked with mosquito’s reproductive strategy because anautogenous mosquitoes require vertebrate blood to develop a batch of eggs. Each cycle of egg maturation is tightly linked with the intake of a fresh blood meal for most species. Mosquitoes that acquire pathogens during the first blood feeding can transmit the pathogens to susceptible hosts during subsequent blood feeding and also vertically to the next generation via infected eggs. Large-scale gene-expression changes occur following each blood meal in various tissues, including ovaries. Here we analyzed mosquito ovary transcriptome following a blood meal at three different time points to investigate blood-meal induced changes in gene expression in mosquito ovaries.

**Results:**

We collected ovaries from *Aedes aegypti* that received a sugar meal or a blood meal on days 3, 10 and 20 post blood meal for transcriptome analysis. Over 4000 genes responded differentially following ingestion of a blood meal on day 3, and 660 and 780 genes on days 10 and 20, respectively. Proteins encoded by differentially expressed genes (DEGs) on day 3 include odorant binding proteins (OBPs), defense-specific proteins, and cytochrome P450 detoxification enzymes. In addition, we identified 580 long non-coding RNAs that are differentially expressed at three time points. Gene ontology analysis indicated that genes involved in peptidase activity, oxidoreductase activity, extracellular space, and hydrolase activity, among others were enriched on day 3. Although most of the DEGs returned to the nonsignificant level compared to the sugar-fed mosquito ovaries following oviposition on days 10 and 20, there remained differences in the gene expression pattern in sugar-fed and blood-fed mosquitoes.

**Conclusions:**

Enrichment of OBPs following blood meal ingestion suggests that these genes may have other functions besides being part of the olfactory system. The enrichment of immune-specific genes and cytochrome P450 genes indicates that ovaries become well prepared to protect their germ line from any pathogens that may accompany the blood meal or from environmental contamination during oviposition, and to deal with the detrimental effects of toxic metabolites.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12864-021-07551-z.

## Background

Mosquito-borne pathogens are responsible for some of the widespread infectious diseases worldwide, such as malaria, encephalitis, filariasis, dengue fever, and yellow fever [1, 2]. Since there are no antiviral drugs or safe and effective FDA-approved vaccines against several medically important pathogen-associated ailments, vector-control strategies remain the only effective route to prevent a disease outbreak. Consequently, mosquitoes became the object of intensive investigations in order to develop novel vector-control strategies. The availability of the mosquito genome sequence provides an excellent opportunity to identify host gene targets to control pathogen transmission.

For anautogenous mosquitoes, the vector competence for transmitting a pathogen is essentially linked with their reproductive strategy, as the female normally depends on a vertebrate blood meal as a source of nutrition to produce a batch of eggs [3]. The cycle of blood feeding, egg development, and egg laying is collectively known as the gonotrophic cycle. After each gonotrophic cycle, mosquitoes return to their host-seeking stage for another blood meal. Mosquitoes that acquire pathogens during the first blood meal may transmit the pathogen to an uninfected host during these subsequent blood meals. In addition to this horizontal mode of transmission, with some viruses, the pathogens can be transmitted vertically to progeny via infected eggs [4–12]. Vertical transmission becomes important for pathogen maintenance during adverse environmental conditions, or when the number of susceptible vertebrate hosts is rare due to herd immunity or vaccination.

In *Aedes aegypti*, an anautogenous mosquito, the pre-blood meal period in the first gonotrophic cycle also includes the post-eclosion development period, which persists from 72 h to until the uptake of the first blood meal. Oogenesis in the mosquito ovary begins post-eclosion, but the oocyte growth is attenuated at a resting stage until the ingestion of a blood meal after which egg development continues until oviposition (i.e., egg-laying). In the post blood-meal (PBM) period, mosquitoes use about 20% of the blood nutrients to produce egg components within 48 h and another fraction to carry out intense biosynthetic activities, then excrete the rest [13, 14]. It takes about 72 h to complete the egg development during the PBM period. Protein-rich blood meal is required for oocyte development and vitellogenesis, during which yolk constituents (both protein and lipid) generated in the fat body are taken up by oocytes for storage and later use during embryogenesis. Vitellogenesis and oogenesis require a high level of coordination of molecular events in the fat body and ovary [3]. Multiple hormones are involved in this coordination process. Newly emerged females produce a large amount of juvenile hormone, which prime the fat body for the synthesis of vitellogenin, the precursor to the major yolk protein vitellin, and initiate limited ovarian follicle growth to its pre-vitellogenic resting stage [15]. A blood meal triggers the release of ecdysone by the ovaries; fat body cells take up ecdysone and convert it to 20-E, which triggers the activation of transcription of vitellogenin genes, coding for egg-yolk proteins, and other genes, the products of many of them are incorporated into eggs [16–18].

Clearly, a complex series of physiological events occurs in multiple tissues (e.g., midgut, fat body, and ovary) following blood meal ingestion. RNA-Seq analysis provides a useful tool to analyze changes in gene expression in the whole organism as well as in pertinent tissues [19, 20]. Comparing gene expression patterns at various time points between sugar-fed and blood fed mosquitoes and tissues, one can identify the organism’s or tissue-specific responses to the blood meal. Previous studies used RNA-Seq, microarray, and EST analyses to identify differentially expressed genes in response to blood feeding in *Anopheles gambiae, A. aegypti,* and *Aedes albopictus* mosquitoes and in tissues, such as midgut and reproductive tissues [14, 21–29]. Similar approaches have also been used to investigate the mosquito’s response to pathogen infection by several investigators [30–41]. Here, we used RNA-Seq to analyze differential gene expression following a blood meal at three time points (Days 3, 10, and 20) in *A. aegypti* ovaries without eggs. Previous transcriptome analyses in *A. aegypti* ovaries were carried out at various time points PBM until 72–96 h (i.e., the duration of the gonotrophic cycle) and also during embryonic development. In these studies, gene expression at late time points in the gonotrophic cycle was monitored in gravid ovaries. Here, we analyzed gene expression in ovaries without the eggs. Mosquitoes are expected to return to the pre-blood meal stage following each gonotrophic cycle. Our results indicated that although gene expression patterns following the gonotrophic cycle at late time points do not completely match with that of the non-blood fed (i.e., sugar fed) control mosquito ovaries, most differentially expressed genes (DEGs), however, return to the sugar-fed control level. In addition, several detoxification and defense-specific genes are also expressed at the early time point, suggesting that ovaries become prepared to avoid the ill effects of the blood meal derived toxic metabolites or to effectively deal with the pathogens that may accompany the blood meal.

## Results and discussion

### RNA-Seq analysis of *A. aegypti* ovary transcriptome

We carried out experiments to determine the ovaries’ response to blood meal ingestion by RNA-Seq analysis. Mosquitoes were fed with sheep blood and engorged mosquitoes were separated in cardboard containers. Sugar-fed mosquitoes were used as controls. Ovaries were collected from sugar-fed (SF) control and blood-fed (BF) mosquitoes on days 3, 10, and 20 PBM. 

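The data are 19 libraries of total ovary RNA, each made from the pooled ovaries of 1 group of mosquitoes. The RNA was treated with DNase, depleted of ribosomal RNA and prepared with a stranded total RNA kit, so that RNA without a poly(A) tail and RNA that still holds introns were sequenced too. Each group had 3 libraries, except the day 3 BF group with 4. The libraries carry replicate numbers 1, 2 and 4 in every group, and replicate 3 was sequenced only for day 3 BF. For each library the authors deposited the number of read pairs, not normalized, that the CLC workbench counted on each of 19381 genes, with the part that fell on exons and the part that was unique to a gene, and RPKM values. Gene positions are those of the AaegL5.0 genome as the files give them. Whether the counting used the strand, and how reads that fit several genes were shared out, is not given in the sources used here. Genes that overlap another gene on the opposite strand, or with few unique reads, are therefore named as uncertain. Total gene reads, from exons and introns together, were tested with edgeR's quasi-likelihood method. The 6 groups were fitted in a single model with 13 residual degrees of freedom, after TMM scaling and after genes with too few reads had been removed with filterByExpr, which left 13904 genes. Log2 fold changes are BF against SF of the same day. FDR p-values were adjusted by the Benjamini-Hochberg method over the tested genes, and genes with an FDR p-value under 0.05 are called DEGs. Expression is given in CPM after TMM scaling, as mean ± SD over the libraries of a group. No library enters the comparison of more than 1 day. In every group each pair of replicates differed by more than the sampling noise, with a chi-square per degree of freedom of at least 16.3. The replicates were counted as the paper names them.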

In our experiments, mosquitoes were allowed to lay their eggs by providing ovitraps following blood feeding. Consequently, by day 10, most mosquitoes in the blood-fed group had laid their eggs and returned to the non-gonotrophic stage, similar to SF females. However, in several mosquitoes there were one or few unlaid eggs in the ovaries. They were manually removed before ovary collection. RNA sequencing was carried out with total RNA extracted from pooled ovaries from SF and BF mosquitoes using Illumina sequencing technology. The above three time points were selected to determine changes in gene expression patterns during and after the gonotrophic cycle. A total of 19 samples (18 samples from three biological replicates and one additional sample (day 3 BF sample) from another independent replicate, see Methods) were sequenced. Bioinformatics analysis was carried out using the CLC genomics workbench. The total number of reads per sample varied between 48,669,332 and 72,981,770 among the 19 sequenced RNA samples (Suppl. Table 1). 

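The deposited values count read pairs on genes. Suppl. Table 1 counts both reads of each pair, while the range of reads per sample in the paper's text matches numbers of pairs. On day 3, between 48945074 and 50693744 read pairs per SF library (median 49965318) and between 34651820 and 47956497 per BF library (median 46099846) fell on genes. The lowest total of all 19 libraries was that of day 3 BF replicate 2. On day 10, SF libraries held between 43828933 and 55514906 (median 54678583) and BF libraries between 43268131 and 53336891 (median 49128443). On day 20, the totals lay between 44213927 and 56274885 in SF (median 47502575) and between 41842046 and 53419116 in BF libraries (median 48862876).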

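Intergenic reads made up 5.13% ± 0.405 (SD, n = 3) of the mapped read pairs in SF and 7.90% ± 0.647 (SD, n = 4) in BF ovaries on day 3, and the other 4 groups had means from 4.78% to 5.62%. All 4 day 3 BF libraries, from 6.98% to 8.48%, lay above every other library, of which the highest reached 6.19%. These shares were derived from the RPKM values, which carry the total of mapped read pairs. Of the reads on genes, those outside exons made up 11.9% ± 1.92 (SD, n = 4) in day 3 BF and 4.84% ± 0.750 (SD, n = 3) in day 3 SF libraries. Between 90.9% and 92.9% of the gene reads of a library were unique to 1 gene.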

More than 77% of the reads mapped to the host genome, with about 94% mapping to the gene regions and 6% to the intergenic regions (Suppl. Table 1).

We carried out a principal component analysis (PCA) of SF and BF libraries to examine the clustering of data based on ingestion of a sugar meal or a blood meal. 

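A PCA of log2 CPM (prior count 2) over the 13904 tested genes was computed for each day. PC1 held 70.9% of the variance on day 3, 38.0% on day 10 and 37.1% on day 20, and PC2 7.34%, 21.1% and 19.8%. On PC1 of day 3 the BF libraries lay between 36.5 and 63.2 and the SF libraries between -75.4 and -66.9, so that the gap between the groups took 74.5% of the range. The gap was 57.5% of the range on day 10 and 88.1% on day 20. Among the alternatives, the one that moved a gap most was the use of the 500 most variable genes, which took the day 20 gap to 62.1%. The groups stayed apart without any single library. When all 19 libraries entered a single PCA, PC1 held 55.0% of the variance and set day 3 BF, with a mean of 97.4, apart from the other groups. On this axis the BF libraries of days 10 and 20 lay between -21.5 and 0.872, above the SF libraries of the same days, which reached up to -32.9, while the day 3 SF libraries, between -26.9 and -18.2, overlapped with the day 20 BF libraries.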

All biological replicates of SF and BF samples were distributed in two distinct groups (Fig. 1). Differential gene expression analysis indicated that in all time points, there were 5729 DEGs, with day 3 samples having the maximum number of DEGs (4289), and 249 DEGs were common to all three time points (Figs. 2 and 3). 

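On day 3, 9029 of the 13904 tested genes were DEGs by FDR p-value alone, 4497 of them higher and 4532 lower in BF than in SF ovaries. Summed over the 3 days there were 14686 calls on 9840 different genes. Of these genes, 1286 were called on all 3 days, where 373 would be common if the calls of the days were independent, and 1237 of them changed in the same direction each day (521 up and 716 down). Of the alternatives named beforehand, glmTreat, which tests against a log2 fold change of 1, gave 1359 genes on day 3, and among those that test for any change a stricter FDR of 0.01 moved the day 3 count most, to 7470. On exon reads alone, an alternative chosen after the data were seen, 7415 of 13297 tested genes were called. Of the 9029 genes, 6671 were then called in the same direction, 45 in the opposite direction and 1955 not at all, and 358 had too few exon reads to be tested. The number of DEGs common to the 3 days moved further with single libraries than the day 3 count. It was 699 without day 10 BF replicate 2, 856 without day 20 SF replicate 2 and 824 without day 20 BF replicate 2, whereas the day 3 count stayed between 8334 and 9191 without any single library.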

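By FDR p-value alone, 2681 genes were called on day 10 (1189 up, 1492 down) and 2976 on day 20 (1294 up, 1682 down). The blood-meal effect was shown to differ between days 10 and 20 for 0 genes by edgeR's interaction test, with 1074 genes at an unadjusted p-value under 0.05, for 0 genes by limma-voom and for 11 genes by DESeq2. The later counts were lower without any single library of their day. Such a fit also has fewer libraries in a group, so lower power and a dependence on that library are not told apart. Day 10 gave from 1126 calls (without BF replicate 2) to 2404 (without BF replicate 4), with 1745 without SF replicate 2. Day 20 gave from 1601 (without BF replicate 2) to 2590 (without BF replicate 1), with 1706 without SF replicate 2 and 1917 without SF replicate 4. At an FDR of 0.01 there were 1137 and 1298 calls. The split into directions depended on the scaling. Genes higher in BF made up 44.3% of the calls on day 10 and 43.5% on day 20 under TMM, but 68.4% and 66.2% under upper-quartile factors.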

The numbers of DEGs on days 10 and 20 were similar (660 and 780, respectively) (Fig. 3). 

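With an absolute log2 fold change above 1 as a further criterion, 3154 genes were left on day 3, 2820 of them higher and 334 lower in BF. Testing directly against a log2 fold change of 1 with edgeR's glmTreat moved this count most, to 1359 genes. The 3 largest rises among genes whose BF and SF libraries did not overlap and that had at least 10 reads in every library of the higher group were those of AAEL022783, AAEL005192 and AAEL011260. AAEL022783, a LncRNA gene of 2 exons on chromosome 2 from 124015067 to 124015686, went from 0.711 ± 0.327 CPM (SD, n = 3) in SF to 435 ± 161 CPM (SD, n = 4) in BF ovaries, a log2 fold change of 9.26 (SE 0.67, FDR p-value 2.79e-08). AAEL005192 on chromosome 2 from 113794685 to 113795266 rose by 9.22 (SE 1.13, FDR p-value 6.48e-06) and AAEL011260 on chromosome 1 from 215403242 to 215403909 by 8.84 (SE 0.84, FDR p-value 1.41e-07). Under the same conditions the largest falls were those of AAEL026692, at -4.83 (SE 1.66, FDR p-value 0.0192), the snRNA gene AAEL029000, at -3.41 (SE 1.07, FDR p-value 0.010), and AAEL017570, at -2.89 (SE 0.93, FDR p-value 0.0121). Only 0.679% and 1.33% of the reads on AAEL026692 and AAEL029000 were unique to these genes, which makes both values uncertain. AAEL026692 was no longer called without SF replicate 2 (FDR p-value 0.0524), nor AAEL017570 without SF replicate 4 (FDR p-value 0.0759).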

On day 3, there were 2743 DEGs with FDR *p*-value of < 0.05 and log_2_ fold changes > 1 (Suppl. Table 2). Under similar criteria, the number of DEGs on day 10 and 20 were 363 and 436, respectively. 

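Past both criteria there were 357 genes on day 10 (293 up, 64 down) and 431 on day 20 (359 up, 72 down). Without day 10 BF replicate 2 the day 10 count was 199. Suppl. Table 2 is held here in full for days 10 and 20, and for day 3 only as the first 1997 of its 2743 genes, all of them risen. Of its 363 genes on day 10, 308 were called here by FDR p-value, and of its 436 genes on day 20, 369. Across the genes of these lists, which are not independent replicates, log2 fold changes from gene reads and those of the paper had Pearson's r of 0.973 on day 10 and 0.980 on day 20, with a median absolute difference of 0.0619 and 0.0628. On exon reads, chosen after the data were seen, this difference was 0.00323 and 0.00341. On day 10 the largest separated rises were those of AAEL005192 (4.14, SE 1.10, FDR p-value 0.0189 as log2 fold change), AAEL006138 (3.98, SE 0.49, FDR p-value 1.41e-04) and AAEL009018 (3.22, SE 0.68, FDR p-value 0.00590). AAEL006138 overlaps a gene on the opposite strand. AAEL005192 was lost without day 10 SF replicate 1, 2 or 4, or BF replicate 1, with FDR p-values up to 0.0678. The largest falls on day 10 were those of AAEL025887, at -4.17 (FDR p-value 0.00699), AAEL026096, at -4.12 (FDR p-value 0.0140), and the LncRNA AAEL023754, at -3.49 (FDR p-value 0.00544). Unique reads made up 0.445% of those on AAEL025887 and 0.208% of those on AAEL026096, which was lost without day 10 BF replicate 2 (FDR p-value 0.0674). On day 20, AAEL022658 rose from 2 reads over the SF group to 64 over the BF group, a ratio of 32.9 (95% exact interval 8.73 to 277, FDR p-value 0.0177). AAEL005192 rose by 4.67 (FDR p-value 0.0126) and HSP70Bb by 4.56 (FDR p-value 0.0397). AAEL025654 had 76 reads in SF and 0 in BF, at least 24.7-fold lower against a floor of 3 reads over the group (FDR p-value 0.0262), and AAEL004130 changed by -3.50 on the log2 scale (FDR p-value 0.00383). Of these 5 genes only AAEL004130 stayed called whichever day 20 library was left out. AAEL022658 was lost without day 20 SF replicate 1, 2 or 4, or BF replicate 2 (up to 0.0693), AAEL005192 without day 20 BF replicate 1 (0.0786), HSP70Bb without day 20 SF replicate 1, 2 or 4, or BF replicate 1 (up to 0.204) and AAEL025654 without day 20 SF replicate 4, or BF replicate 1, 2 or 4 (up to 0.0793).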

We have compared our RNA-Seq results with those of the previously reported transcriptome analyses of *A. aegypti* ovaries [25, 27]; the results are shown in Supplementary Table 2 and discussed below.

**Fig. 1:**
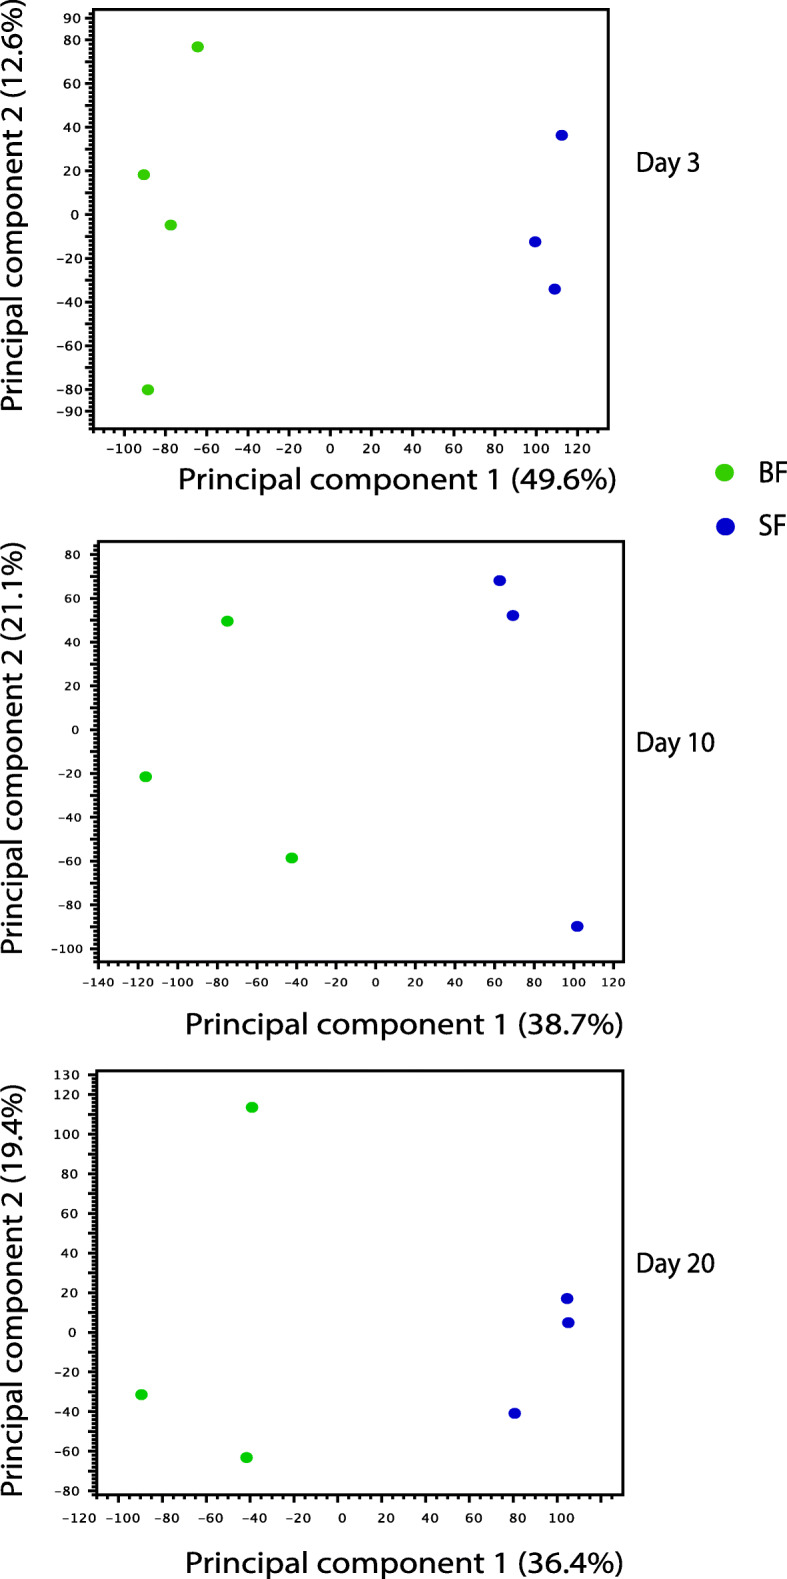
Principal component analysis of the ovary RNA-Seq data. The samples were collected at three different time points from sugar fed (SF) and blood fed (BF) mosquitoes. A total of 19 samples were analyzed by RNA-Seq (see Methods)

**Fig. 2:**
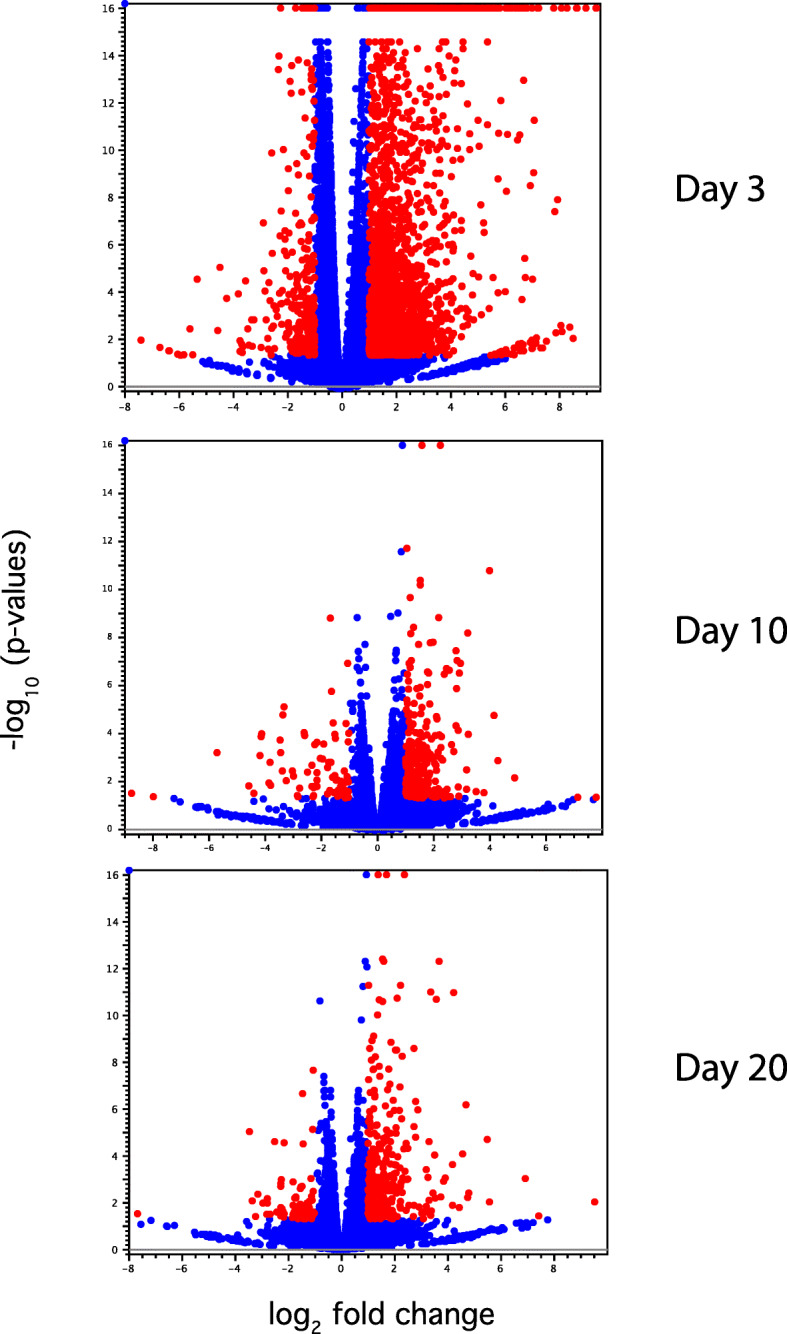
Volcano plot analysis of differentially expressed genes (DEGs) between blood fed (BF) and sugar fed (SF) ovary tissues. Red circles indicate DEGs with FDR *p*-value of < 0.05 and log_2_ fold changes > 1

**Fig. 3:**
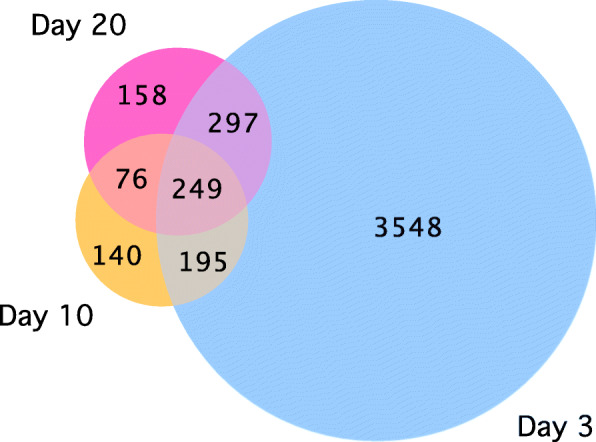
Venn diagrams showing the number of differentially expressed genes (DEGs) between blood fed (BF) and sugar fed (SF) samples at three different time points. The numbers in the overlapping areas indicate genes that were common to both or to all three different time points. The number of DEGs was highest on day 3 PBM and 249 genes were differentially expressed at all three time points

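By FDR p-value, 5699 genes were called on day 3 alone, 210 on day 10 alone and 371 on day 20 alone. Days 3 and 10 without day 20 shared 955 genes, days 3 and 20 without day 10 shared 1089, and days 10 and 20 without day 3 shared 230. Of the 1516 genes called on both later days, 1514 changed in the same direction, and 574 would be shared if the calls were independent. With the log2 fold change criterion added, 92 genes were common to the 3 days, 79 risen and 13 fallen, among 3392 genes called on any day.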

### Nature of DEGs in mosquito ovaries at different time points following blood meal ingestion

Since day 3 PBM had the most DEGs, we, first, focused on the nature of genes that showed differential expression patterns at this time point. Most of the DEGs are not characterized. However, we observed that several groups of genes showed altered expression patterns. One interesting group consists of odorant-binding proteins (OBPs). The term ‘odorant-binding proteins’ is used to refer to a large family of insect proteins that are exceptional in their number, abundance and diversity. The name derives from the expression of many family members in the olfactory system of insects; OBPs are involved in detection of odors and translocation of volatile chemicals to the molecular components of the olfactory receptor neuron dendritic membrane, such as odorant receptors, gustatory receptors and ionotropic receptors, which are involved in odorant recognition and transduction of volatiles into electric signals [42, 43]. 

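The files list 41 genes by an OBP symbol, of which 23 had enough reads to be tested. On day 3, 15 of these were higher in BF ovaries by FDR p-value over all tested genes, 15 when adjusted over the list alone, and 14 had a log2 fold change above 1. The glmTreat test moved this count most, to 5. It was 9 without day 3 BF replicate 1 and 8 without BF replicate 4. The log2 fold changes of these 14 ran from 1.00 to 7.82 with a median of 1.91. OBP46, a gene of a single exon on chromosome 3 from 318912543 to 318913439, went from 0.00666 ± 0.0115 CPM (SD, n = 3) in SF to 2.10 ± 1.13 CPM (SD, n = 4) in BF ovaries, a log2 fold change of 7.82 (SE 0.92, FDR p-value 7.73e-07). Its SF level rests on 1 read against 371 in BF, a ratio of 318 with a 95% exact counting interval from 56.6 to 12574. The neighbouring genes OBP40 and OBP41 on chromosome 3 had 0 SF reads and 54 and 42 BF reads, which is at least 15.4-fold and at least 12.0-fold higher against a floor of 3 reads over the group (FDR p-values 0.00100 and 0.00120). Each of them overlaps a gene on the opposite strand. OBP10 rose by 4.13 (SE 0.64, FDR p-value 1.75e-05) on the log2 scale. The log2 fold changes of OBP23 (3.33), OBP1 (2.78), OBP35 (2.08), OBP6 (1.74), OBP33 (1.70), OBP15 (1.39), OBP55 (1.36) and OBP22 (1.00) were also above 1. Leaving out a library took OBP23 to an FDR p-value of up to 0.0671 (day 3 SF replicate 1 or 2, or BF replicate 4), OBP1 to up to 0.0852 (day 3 SF replicate 1 or 4), OBP33 to 0.0857 (day 3 SF replicate 2) and OBP22 to up to 0.0733 (day 3 SF replicate 4, or BF replicate 3). Of the reads on OBP1 52.7% and on OBP40 70.4% were unique, and OBP6 and OBP55 overlap genes on the opposite strand. OBP52 rose by 0.70 with an FDR p-value of 0.0496 and was lost without any of the 7 day 3 libraries (up to 0.206).

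**Figure D1:**
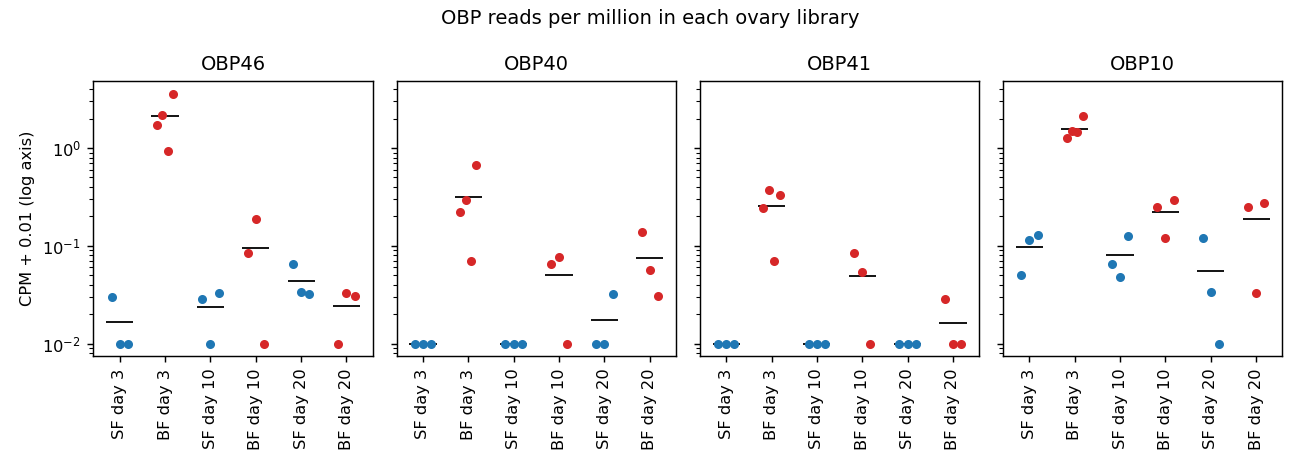
CPM of OBP46, OBP40, OBP41 and OBP10 in each of the 19 libraries, with 0.01 CPM added and on a log axis; SF libraries are blue, BF libraries red, and the line is the group mean. In day 3 BF ovaries OBP46 lay between 0.917 and 3.6 CPM, above every SF library of that day, of which the highest reached 0.0200 CPM.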

Among the 13 differentially expressed OBPs, only one had a 13-fold reduction in expression over the SF control, and the rest showed overexpression ranging from 2 to 244-fold (Table 1). 

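Of 72 genes with an odorant receptor symbol, 18 were tested. On day 3, 7 rose and 1 fell by FDR p-value, and 7 were called when adjusted over the list alone. Of these receptors 4 risen and 1 fallen had an absolute log2 fold change above 1, a total that was 3 without day 3 SF replicate 1. Without the low-count filter, 8 receptors rose and 1 fell. The files also hold 30 gustatory receptor genes, of which 9 of 20 tested rose and 1 fell on day 3 (10 called when adjusted over the list alone). On exon reads alone, 4 of 19 gustatory receptors rose and 0 fell by edgeR (3 when adjusted over the list alone), and 4 of 13 odorant receptors rose and 1 fell. On day 10, 3 odorant receptors rose, and on day 20, 2 rose and 1 fell.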

Many odorant receptors also had differential expression patterns (Suppl. Table 2).

**Table 1:**
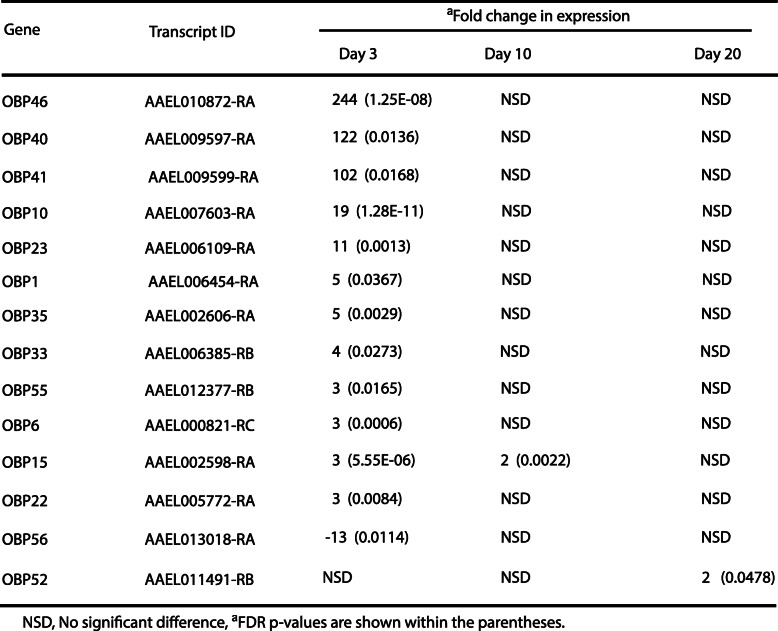
Differentially expressed odorant binding proteins (OBPs)

Previously, Akbari et al. [25] and Matthews et al. [27] studied gene-expression patterns in *A. aegypti* ovaries at various time points until 96 h PBM. Several genes that exhibited differential expression patterns in gravid ovaries were also differentially expressed in our system (Suppl. Table 2). Akbari et al. [25] also noted highly enriched OBPs PBM (Suppl. Table 2). However, highly overexpressed OBPs were not observed by Matthews et al. [27]. We expected some differences between the two studies, as mosquitoes in their system had no access to water to oviposit [27], whereas in our case a significant number of mosquitoes had laid their eggs at the time of sample collection, and eggs, if present, were removed from the ovaries before collection. Additionally, there were differences in the time (72 vs 96 h) of sample collection. It is also possible that some differences in expression patterns between the current study and previous studies are be due to geographic origin of mosquito strains [Mexico vs Africa (Liverpool strain)] used in these two studies. It has been shown that significant changes in gene expression patterns occur in *Aedes* strains depending on the place of origin, number of generations in the laboratory, and susceptibility to dengue infection [44].

During a gonotrophic cycle, after a blood meal, the host-seeking behavior is decreased and at the same time mosquitoes’ ability to find a suitable oviposition site is increased. This is when the females are behaviorally attracted to potential oviposition sites and the associated olfactory cues. Therefore, upregulation in the expression of olfactory receptors that are more attuned to oviposition attractant compounds and downregulation of receptors that are involved in recognition of compounds for host-seeking behavior in the antenna of *A. aegypti* PBM [24, 27] is not surprising. 

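On day 3, Or121 on chromosome 2 from 83437478 to 83439702 rose from 0.0859 ± 0.0890 CPM (SD, n = 3) in SF to 0.556 ± 0.0844 CPM (SD, n = 4) in BF ovaries, a log2 fold change of 2.65 (SE 0.70, FDR p-value 0.00296). Or117 on chromosome 2 from 94514898 to 94517053 rose by 2.22 (SE 0.78, FDR p-value 0.0187) and Or6 on chromosome 2 from 210151671 to 210177428 by 0.72 (SE 0.26, FDR p-value 0.0201). Both calls were lost without some single libraries. Or117 was lost without day 3 SF replicate 1 or 2 (FDR p-values up to 0.0801) and Or6 without day 3 SF replicate 1 or 2, or BF replicate 4 (up to 0.112). On exon reads alone Or6 rose by 1.40 (FDR p-value 0.0251). Or122 and Or113 had too few reads to pass the filter. Or122 had 0, 1 and 2 reads in the SF libraries and 4, 10, 3 and 5 in the BF libraries, a ratio of 6.28 (95% exact interval 1.89 to 32.8), and Or113 had 2, 1 and 2 against 4, 1, 7 and 14. When no filter was applied, Or122 was called (2.51, FDR p-value 0.0366) and Or113 was not (1.97, FDR p-value 0.0702). Or30 on chromosome 1 from 268758232 to 268759853 fell from 2.59 ± 0.525 CPM (SD, n = 3) in SF to 1.07 ± 0.259 CPM (SD, n = 4) in BF ovaries, a log2 fold change of -1.27 (SE 0.22, FDR p-value 6.35e-05).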

Our results showed that several odorant receptors (Or121, Or122, Or117, Or113, and Or6) were upregulated and Or30 was downregulated in ovaries PBM (Suppl. Table 2). Differential expression of OBPs was also observed in *An. gambiae* mosquitoes between 24 and 48 h PBM [21], suggesting that mosquitoes are recovering their ability to respond to odors and/or developing their ability to find good oviposition sites. Since we are studying the expression pattern in ovaries, these results suggest that ovaries may take part in the oviposition site selection or they may perform totally different functions.

Some of the induced OBPs are known to be involved in sensitive detection of oviposition attractants. For example, *Culex quinquefasciatus* OBP1 (orthologous to OBP56 in *A. aegypti*) not only binds to the mosquito oviposition pheromone, but is also involved in the reception of some oviposition attractants [45]. 

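OBP56, a gene of 4 exons on chromosome 1 from 163024143 to 163026242, had 8, 6 and 6 reads in the day 3 SF libraries and 2, 0, 0 and 3 in the BF libraries, or 0.134 ± 0.0224 CPM (SD, n = 3) in SF and 0.0268 ± 0.0322 CPM (SD, n = 4) in BF ovaries. It did not pass the low-count filter. Without the filter its log2 fold change was -2.20 (FDR p-value 0.0429), and every BF library lay below every SF library. For ppk301 on chromosome 3 from 11821895 to 11872664, the day 3 levels were 1.82 ± 1.00 CPM (SD, n = 3) in SF and 1.76 ± 0.476 CPM (SD, n = 4) in BF ovaries, a difference smaller than the spread between replicates (log2 fold change -0.05, SE 0.43, FDR p-value 0.921). From exon reads alone its log2 fold change was -1.27 (FDR p-value 0.0574). On days 10 and 20 ppk301 was not called, with FDR p-values of 0.882 and 0.952.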

Our results showed that OBP56 and the ion channel *ppk301* that controls freshwater egg-laying in *A. aegypti* were differentially expressed [46], (Suppl. Table 2). OBPs are also expressed in the male reproductive tissues and transferred to the spermathecas of females [47]; OBPs thus may be involved in delivering pheromonal messages. It is also possible that OBPs are induced in response to the stress associated with oviposition or they may have a role in oocyte development. Additional studies are necessary to elucidate the roles of OPBs in ovaries PBM.

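Of 117 genes with a CYP symbol, 91 were tested. On day 3, 45 were higher and 13 lower in BF ovaries by FDR p-value, and 58 were called when adjusted over the list alone. With a log2 fold change beyond 1, 41 rose and 4 fell. The glmTreat test moved the total of 45 most, to 24, and without single libraries it stayed between 40 and 45. The median log2 fold change of the tested CYP genes was 0.90 and stayed positive under each scaling. As a set the family was shifted upward (camera, adjusted p-value 0.00311 over the 39 tests of 13 gene families on 3 days). The set calls by camera that are given at the families all held under fry, and none held when camera estimated the correlation between genes, where the lowest adjusted p-value was 0.240.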

Several members of cytochrome P450 (CYP) family detoxification genes had altered expression patterns in the BF samples. 

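On day 3, CYP325N2 on chromosome 3 from 111700859 to 111707836 rose from 0.107 ± 0.0400 CPM (SD, n = 3) in SF to 1.22 ± 0.272 CPM (SD, n = 4) in BF ovaries, a log2 fold change of 3.47 (SE 0.40, FDR p-value 7.02e-07), and every BF library lay above every SF library. The estimate stayed between 3.17 and 3.67 without single libraries. CYP325G2 on the same chromosome had 2 SF and 31 BF reads, a ratio of 13.3 (95% exact interval 3.38 to 114, FDR p-value 0.00551). CYP325N1 on chromosome 3 from 111571812 to 111584935 fell from 10.9 ± 3.58 CPM (SD, n = 3) in SF to 4.60 ± 2.82 CPM (SD, n = 4) in BF ovaries, a log2 fold change of -1.24 (SE 0.31, FDR p-value 0.00227), with BF and SF libraries that overlapped. Larger falls were found for CYP325G3, at -2.04 (SE 0.36, FDR p-value 7.49e-05), and CYP325S2_1, at -1.51 (SE 0.48, FDR p-value 0.0101).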

Among the most and least DEGs, *CYP325N2* had nearly 14-fold overexpression and *CYP325N1* had 2-fold under-expression (Table 2). 

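Among 20 tested glutathione transferase genes, 7 rose and 7 fell on day 3 by FDR p-value (14 called when adjusted over the list alone), and 4 rose and 2 fell past a log2 fold change of 1. GSTT4 rose by 2.02 (SE 0.15, FDR p-value 5.13e-09) on the log2 scale, GSTS1 by 1.83 (SE 0.12, FDR p-value 1.17e-09) and GSTD11 by 1.17 (SE 0.32, FDR p-value 0.00337). GSTS1 went from 14.7 ± 0.973 CPM (SD, n = 3) in SF to 52.5 ± 7.88 CPM (SD, n = 4) in BF ovaries. The family as a whole had no single direction, with a median log2 fold change of -0.12 and a mean of 0.06 over its tested genes (camera, adjusted p-value 0.702). GSTE3 was not called on day 3 (-0.20, FDR p-value 0.598). On day 20 it was higher by 1.05 (SE 0.35, FDR p-value 0.0429) on the log2 scale, a call lost without day 20 SF replicate 1 or 2, or BF replicate 1 or 4 (FDR p-values up to 0.160).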

Four glutathione transferase genes exhibited 2–4 fold overexpression in the BF samples. 

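The defense genes taken by symbol from the files, CLIP, LRIM, TOLL, defensin, cecropin, GNBP, C-type lectin and other defense symbols, numbered 242, of which 209 were tested. On day 3, 103 rose and 34 fell by FDR p-value (137 called when adjusted over the list alone). Past a log2 fold change of 1, 86 rose and 7 fell. The alternative that moved the total of 93 most was glmTreat, which left 48. C-type lectins contributed 9 rises and 2 falls past both criteria, and the defense symbols outside the named families 27 and 3.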

On day 3 PBM, a large number of defense-related genes had a differential expression pattern (Table 3). 

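On day 3, 6 of 8 tested TOLL genes rose past both criteria by edgeR. As a set they were shifted upward (camera, adjusted p-value 0.00311), but not with the correlation between genes estimated (camera, 0.240). TOLL11 rose by 1.83, TOLL7 by 1.75 and TOLL5A by 1.60 on the log2 scale, TOLL8, TOLL10 and TOLL6 by 1.39, 1.26 and 1.14. TOLL5B (0.50, FDR p-value 0.244) and TOLL9A (0.22, FDR p-value 0.213) were not called. Of 51 tested CLIP genes 26 rose and 7 fell by FDR p-value, 21 and 2 of them past a log2 fold change of 1, and 33 were called when adjusted over the list alone. CLIPB46 had the largest rise, from 0.119 ± 0.0981 CPM (SD, n = 3) in SF to 3.95 ± 3.00 CPM (SD, n = 4) in BF ovaries (5.01, SE 0.74, FDR p-value 1.50e-05 as log2 fold change), CLIPA1 followed at 3.69 (SE 0.69, FDR p-value 2.10e-04), and CLIPE9 (-2.04, FDR p-value 0.00336) and CLIPB24 (-1.16, FDR p-value 1.56e-05) were the 2 that fell past a log2 fold change of 1. Of 17 tested LRIM genes 10 rose past both criteria, 10 when adjusted over the list alone, led by LRIM1 (3.22, FDR p-value 1.60e-04) and LRIM16 (2.46, FDR p-value 2.54e-07), which overlaps a gene on the opposite strand. All 9 defensin and cecropin genes rose past both criteria, and 9 when adjusted over the list alone, with a median log2 fold change of 5.97. CECD_1 had the largest, at 6.92 (SE 1.46, FDR p-value 7.70e-04), although its level in BF replicate 1, with 4 reads, lay below every SF library. DEFC followed at 6.57 (SE 1.21, FDR p-value 2.31e-04). BF replicate 1 was the lowest BF library for DEFC too, at 2.08 CPM against 33.8 to 79.0 in the others. For CECE it held 0.637 CPM against 21.9 to 57.9. It was also the lowest BF library for CLIPB46, CLIPA1 and LRIM1 (0.594, 1.34 and 1.27 CPM), but not for LRIM16. On unique reads, which leave out the copies without unique reads (DEFA_1, DEFA_2, CECA and CECE), 5 members were called. By limma-voom 4 were called. Of 5 tested GNBP genes 4 rose past both criteria (4 when adjusted over the list alone). The medians of these 5 families were positive under each scaling, but as sets the CLIP, LRIM, defensin and cecropin, and GNBP genes were not called by camera on day 3 (adjusted p-values 0.0600, 0.0717, 0.0849 and 0.243).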

*TOLL* was enriched, 20 *CLIP* genes were up and 2 were down, 12 *LRIM* were up; Defensin genes, *GNBP* genes, and Cecropin genes were over expressed following blood meal ingestion. *HOP*, *DOME*, and *IMD* expressions were not significantly different. 

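HOP on chromosome 2 from 364390211 to 364460119, at 209 ± 16.9 CPM (SD, n = 3) in SF and 196 ± 8.22 CPM (SD, n = 4) in BF ovaries on day 3, had a log2 fold change of -0.10 (SE 0.06, FDR p-value 0.161), and DOME on chromosome 2 from 218722653 to 218754221 of -0.07 (SE 0.07, FDR p-value 0.340). For both genes BF and SF libraries overlapped. IMD on chromosome 2 from 200496927 to 200498373 went from 8.35 ± 1.11 CPM (SD, n = 3) in SF to 13.7 ± 1.84 CPM (SD, n = 4) in BF ovaries, a log2 fold change of 0.72 (SE 0.13, FDR p-value 1.01e-04), below 1 but with all 4 BF libraries above all 3 SF libraries. Leaving out single libraries kept the call, with FDR p-values up to 0.00187.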

On day 10, *TOLL5*, 3 *CLIP* and 3 *LRIMs* were upregulated. 

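On day 10, TOLL5B rose from 3.14 ± 1.29 CPM (SD, n = 3) in SF to 10.2 ± 2.61 CPM (SD, n = 3) in BF ovaries, a log2 fold change of 1.69 (SE 0.39, FDR p-value 0.00749). TOLL5A rose by 0.34 (SE 0.11, FDR p-value 0.0413) on the log2 scale and was lost without day 10 SF replicate 1 or 2, or BF replicate 1 or 2 (FDR p-values up to 0.179). Of the TOLL genes 4 rose by FDR p-value, 8 when adjusted over the list alone and 1 past both criteria. In the CLIP family 4 genes rose and 1 fell past both criteria (9 called when adjusted over the list alone). CLIPE10 (1.74, SE 0.36, FDR p-value 0.00332) and CLIPB45 (1.08, SE 0.31, FDR p-value 0.0201) had the largest rises, and CLIPE9 fell (-1.78, SE 0.59, FDR p-value 0.0436). The call of CLIPB45 was lost without day 10 SF replicate 1, or BF replicate 2 (up to 0.110) and that of CLIPE9 without day 10 SF replicate 1, 2 or 4, or BF replicate 1 or 2 (up to 0.155). The total of 5 CLIP genes was 2 without SF replicate 1, SF replicate 4 or BF replicate 2, and 3 without BF replicate 1. LRIM24 (1.25, SE 0.41, FDR p-value 0.0396) and LRIM16 (1.17, SE 0.25, FDR p-value 0.00474) were the LRIM genes past both criteria, and 3 were called when adjusted over the list alone. The 2 LRIM genes were 1 without SF replicate 1, SF replicate 4, BF replicate 1 or BF replicate 2, and 4 without day 3 BF replicate 4. By DESeq2 they were 5 and by limma-voom 1. LRIM24 was lost without day 10 SF replicate 1 or 4, or BF replicate 1 or 2 (up to 0.197). IMD, not part of these families, rose by 1.10 (SE 0.14, FDR p-value 1.61e-04). By camera the sets of CLIP, LRIM and TOLL genes were shifted upward on day 10, with adjusted p-values of 0.00891, 0.00298 and 0.00232. With the correlation between genes estimated, these were 0.375, 0.240 and 0.240.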

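Past both criteria 11 defense genes rose and 2 fell on day 10, and 18 rose and 1 fell on day 20. When adjusted over the list alone, 33 and 43 were called by FDR p-value. The day 10 total of 13 was 8 without SF replicate 4 and 7 without BF replicate 2, and the day 20 total of 19 was 12 without SF replicate 1 or SF replicate 2 and 29 without day 3 BF replicate 1, which enters the shared estimate of the spread. On day 20, CLIPE8 rose by 1.65 (SE 0.38, FDR p-value 0.00573) and CLIPE10 by 1.09 (SE 0.36, FDR p-value 0.0358) on the log2 scale, LRIM1 by 1.90 (SE 0.63, FDR p-value 0.0404), LRIM10B by 1.33 (SE 0.32, FDR p-value 0.00780) and IMD by 1.00 (SE 0.14, FDR p-value 3.08e-04). LRIM1 was lost without any of the 6 day 20 libraries (FDR p-values up to 0.133) and CLIPE10 without day 20 SF replicate 1, 2 or 4, or BF replicate 1 or 2 (up to 0.152). CLIPB24, which had fallen on day 3, rose by 0.86 (FDR p-value 0.00379) on day 20, and the difference between its effects on the 2 days had an FDR p-value of 1.20e-05.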

On day 20, few more defense-specific genes compare to day 10 were differentially expressed (Table 3).

**Table 2:**
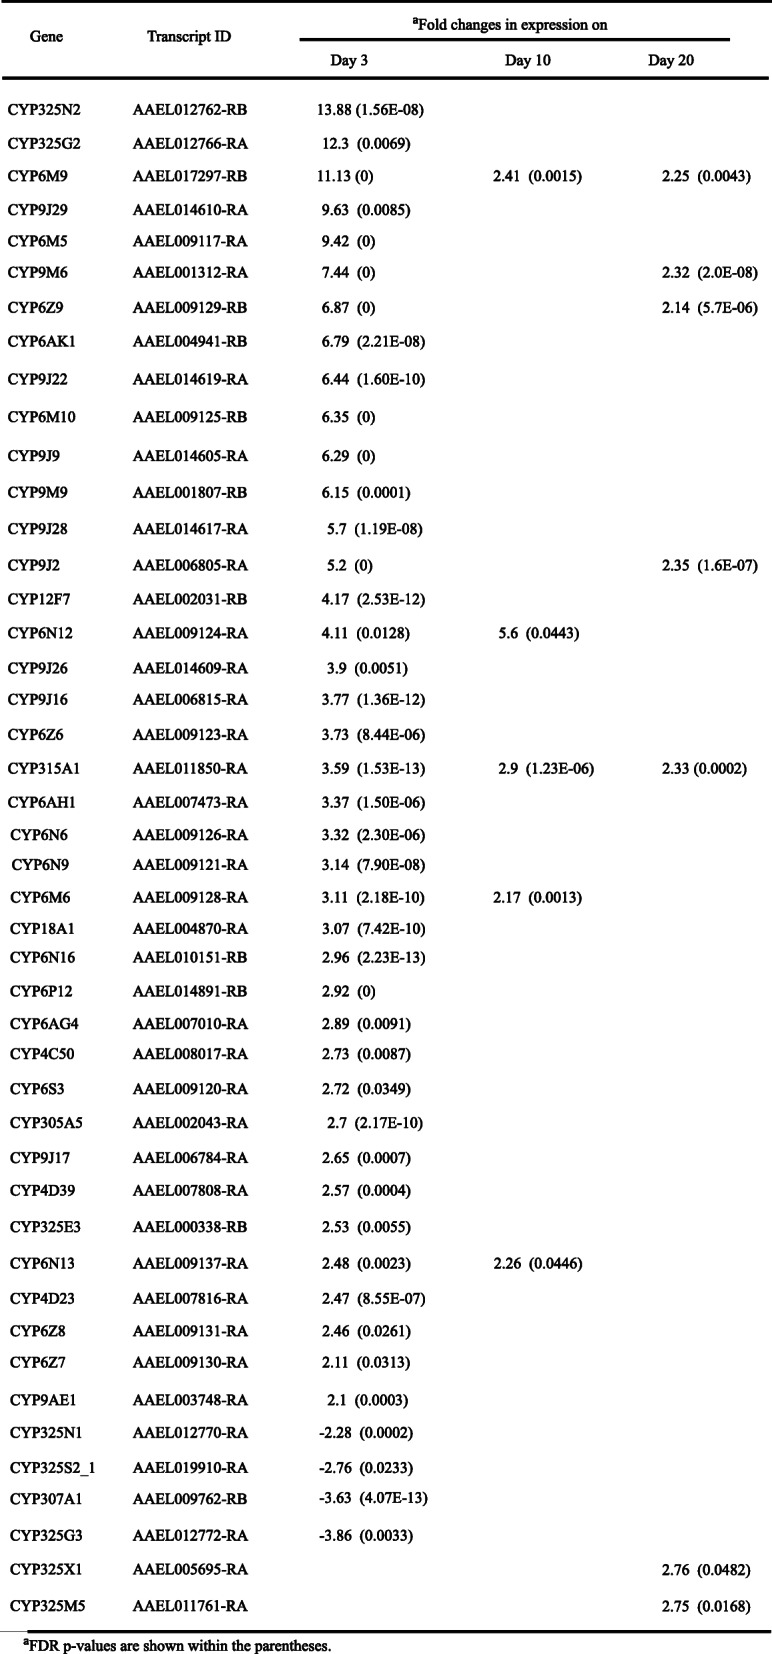
Differential expression of cytochrome P450 genes

**Table 3:**
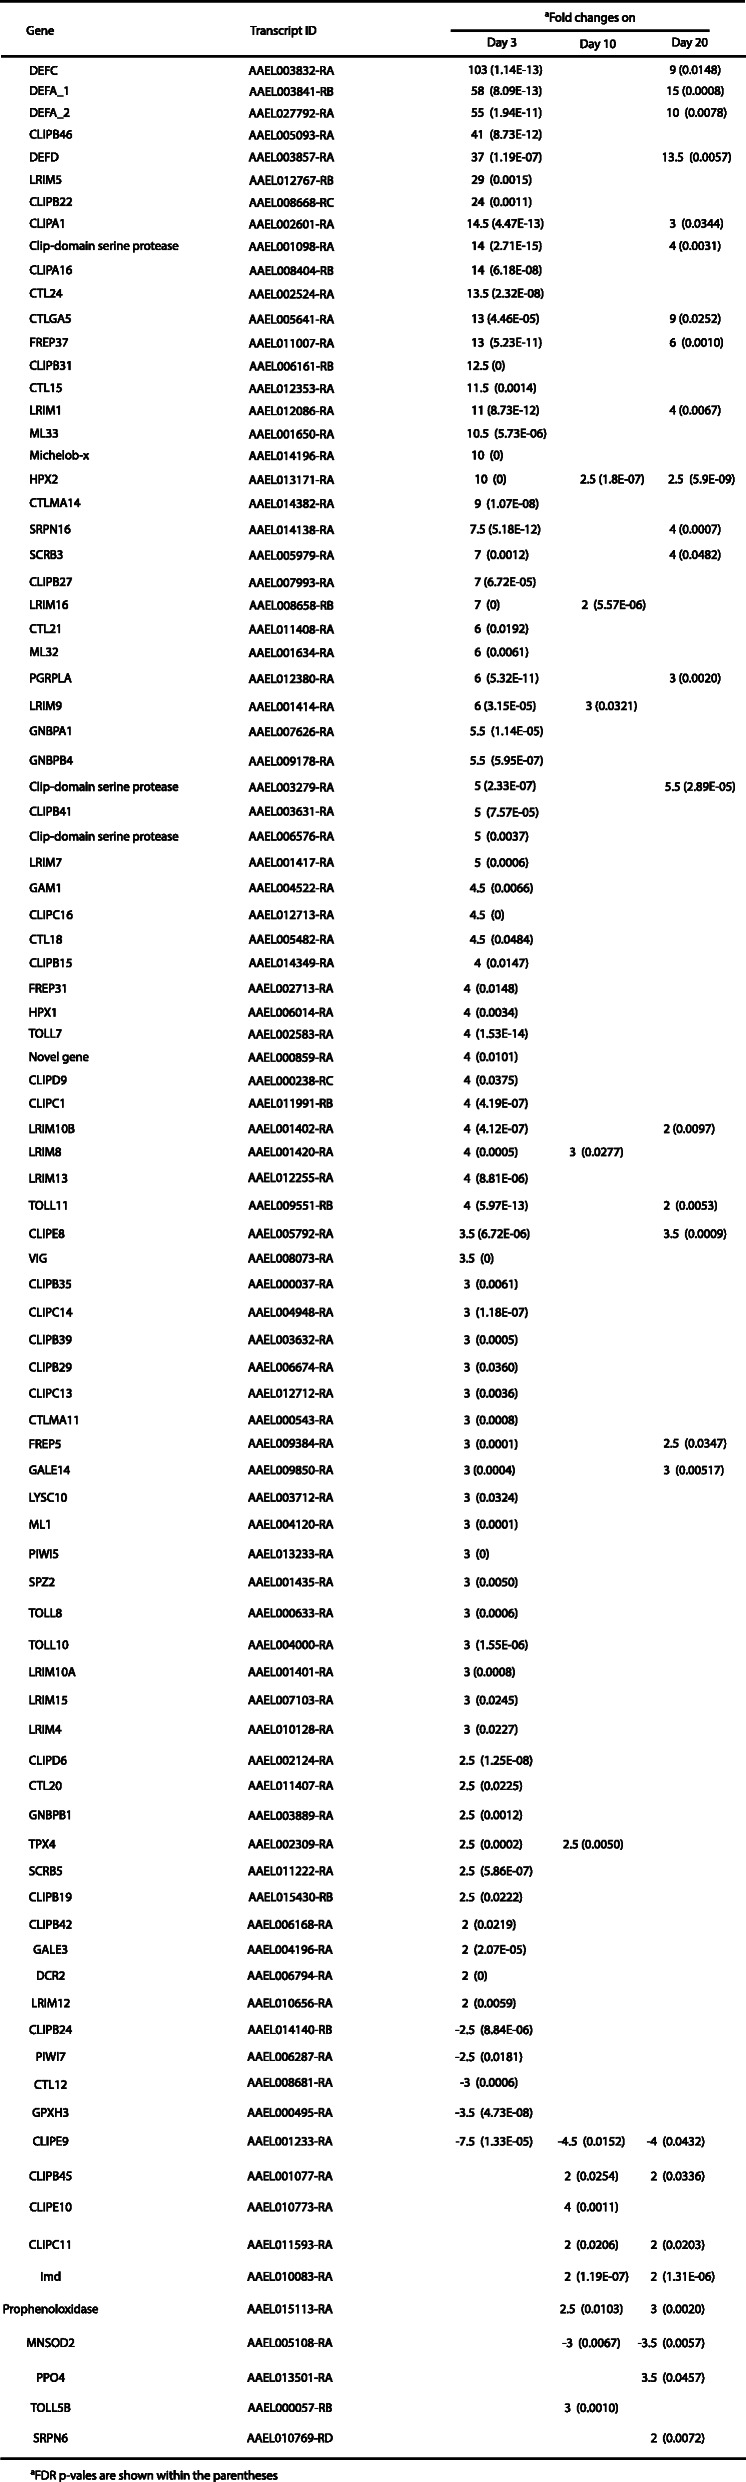
Differentially expressed defense-specific genes post blood meal

The overexpression of several detoxification enzymes suggests that blood-meal ingestion not only induces gene expression for egg development, but also prepares ovaries to deal with the ill effects of any blood-associated toxins or its metabolites or to counter contamination by toxic environmental compounds during oviposition. In addition, expression of various defense-associated genes was induced following the blood meal. These results were also supported by gene ontology analysis where oxidoreductase genes were found to be highly enriched (Fig. 4 and Supplementary Table 3). Akbari et al. [25] made a similar observation in PBM ovaries. Since blood is the primary source of infectious agents, such as viruses and pathogenic bacteria, ovaries become prepared to thwart pathogens from infecting germ-line cells. In a previous study, it was observed that several immunity-related transcripts accumulated at a lower level in blood-fed mosquitoes 5 h PBM [22]. Gene expression in ovaries occurs in waves following a blood meal [21, 25]. Genes that are up- or down-regulated early in the gonotrophic cycle are not the same that occur later during egg development. It is possible that changes in expression at the whole-body level may conceal the tissue-specific changes [22], or the defense related genes are induced later in the gonotrophic cycle. It is likely that slightly overexpressed genes on day 3 could be leftover RNAs from high levels of overexpression early in the gonotrophic cycle. The expression of defense-associated genes may also result from oviposition stress or to protect the reproductive tissues from becoming infected during oviposition. Expression of immunity genes PBM is strain dependent [48, 49], which may relate to the variability of vector competence for arboviruses observed in different geographic populations of *A. aegypti*. Arbovirus infections of ovaries from infectious blood meals occur late, usually long past the gonotrophic cycle [12]. The expression of immunity genes in ovaries PBM may be one of the reasons that ovary infections occur late. It would be interesting to see the ovary’s response to an infectious blood meal.

**Fig. 4:**
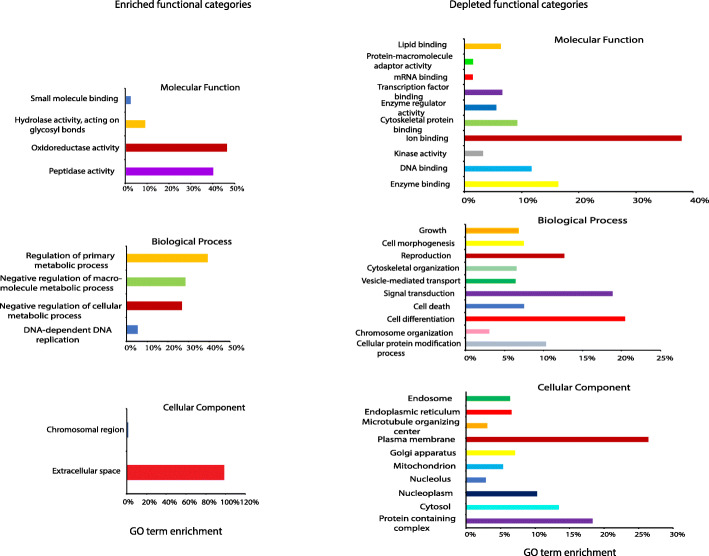
Gene ontology of differentially expressed genes (DEGs) on day 3. Enriched GO term categories are shown on the left and depleted categories are on the right. For the depleted categories only top 10 of highly significant terms are shown. For details, see Supplementary Table 3. Since GO terms for both days 10 and 20 are similar, they are not shown in the figure

During the PBM period, there are extreme physiological changes that require rapid coordination between tissues and between cells within the tissue. Intercellular channels, known as gap junctions, aid in the coordination of cells within tissues by the direct transfer of small molecules and ions between cells. In *A. aegypti*, six *innexin* genes (*inx1–4, 7,* and *8*) encode proteins that work as gap junctions. 

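The files name 5 innexin genes by symbol, inx1, inx2, inx3, inx4 and inx7, and all were tested. On day 3, 4 rose past both criteria and 1 fell by FDR p-value, and 5 were called when adjusted over the list alone. On the log2 scale inx1 rose by 1.72 (SE 0.13, FDR p-value 3.75e-09), inx7 by 1.72 (SE 0.46, FDR p-value 0.00299) and inx3, which overlaps a gene on the opposite strand, by 1.16 (SE 0.17, FDR p-value 1.76e-05). The fall was that of inx4, from 329 ± 22.1 CPM (SD, n = 3) in SF to 258 ± 15.8 CPM (SD, n = 4) in BF ovaries (-0.35, SE 0.06, FDR p-value 5.32e-05 as log2 fold change). As a set the innexins were shifted upward (camera, adjusted p-value 0.0204), and their median was positive under each scaling. With the correlation between genes estimated, camera's adjusted p-value was 0.240.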

Similar to previous observations [50], we observed that several *inx* genes are differentially expressed (Suppl. Table 2). Among them, *inx2* was most differentially expressed with 4-fold overexpression. 

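The gene inx2, with 4 exons on chromosome 3 from 197692043 to 197697572, went on day 3 from 39.1 ± 0.273 CPM (SD, n = 3) in SF to 138 ± 20.1 CPM (SD, n = 4) in BF ovaries. Its log2 fold change was 1.82 (SE 0.12, FDR p-value 1.50e-09), the largest of the 5 innexins, and stayed between 1.74 and 1.89 without single libraries. Its distance from inx1 and inx7 was smaller than the SE of either of these genes, so that the order of the 3 is not settled by these libraries.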

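AAEL000379, a cysteine-rich venom protein gene of 2 exons on chromosome 2 from 123893263 to 123893984, went on day 3 from 11.3 ± 0.739 CPM (SD, n = 3) in SF to 4.46 ± 0.731 CPM (SD, n = 4) in BF ovaries, a log2 fold change of -1.34 (SE 0.26, FDR p-value 1.98e-04), with every BF library below every SF library. Only 0.0393% of its reads were unique to the gene, so that the value depends on how shared reads were divided. On day 10 its log2 fold change was 0.07 (FDR p-value 0.879) and on day 20 0.54 (FDR p-value 0.172).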

Three cysteine-rich venom proteins were over-enriched in day 3 samples in BF ovaries. However, their expression levels were not enriched at later time points. These venom proteins are found in animal venoms acting on ion channels [51]. One of them (AAEL000379) is also differentially expressed in *A. aegypti* following Zika virus infection [41].

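Of the 9029 genes called on day 3, 2241 (24.8%) were also called on day 10 and 2375 (26.3%) on day 20. The median log2 fold change of those that had risen was 1.23 on day 3, 0.35 on day 10 and 0.35 on day 20, and that of the fallen genes -0.50, -0.15 and -0.12. The day 3 medians are inflated by the selection of genes on that day. A loss of the call does not by itself show a smaller effect, so the difference between days was tested by edgeR's interaction term. The effect on day 3 differed from that on day 10 for 5114 genes and from that on day 20 for 5389 genes, and was the larger in 93.1% and 90.4% of them. Among the 6788 day 3 genes not called on day 10, the effect differed for 3775 (55.6%), and among the 6654 not called on day 20 for 3921 (58.9%).

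**Figure D2:**
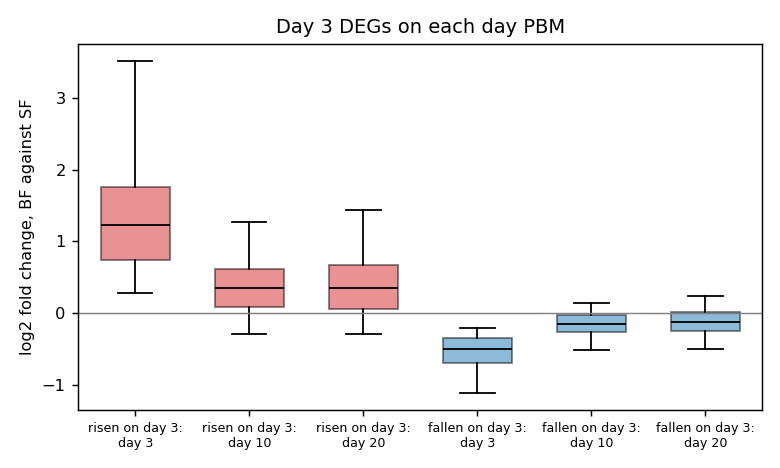
Log2 fold change of BF against SF on days 3, 10 and 20 for the genes that rose (4497) and fell (4532) on day 3; boxes give the median and quartiles over genes, whiskers the 5th to 95th percentile. The medians of both groups lie closer to 0 on days 10 and 20 than on day 3, on which the genes were selected.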

On days 10 and 20 PBM, most of the genes that had an altered expression pattern on day 3 in BF samples exhibited no significantly different expression patterns compared to SF samples. For example, among the OBPs, only OBP15 had 2-fold overexpression in the day 10 sample (Table 1). 

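On day 10, OBP15 on chromosome 3 from 257061410 to 257082338 went from 1.72 ± 0.350 CPM (SD, n = 3) in SF to 3.67 ± 0.323 CPM (SD, n = 3) in BF ovaries, a log2 fold change of 1.09 (SE 0.22, FDR p-value 0.00274). On gene reads of all libraries it was the only OBP of the 23 tested that edgeR called on that day. On exon reads, chosen after the data were seen, edgeR called 2 of 18 tested OBPs. On gene reads without day 3 SF replicate 2, 2 OBPs passed both criteria on day 10. Without day 10 SF replicate 4 the log2 fold change of OBP15 was 0.98, below 1. On day 20 the log2 fold change of OBP15 was 0.89 (SE 0.22, FDR p-value 0.00805), a call lost without day 20 BF replicate 2 (FDR p-value 0.0539). OBP52 rose by 1.20 (SE 0.33, FDR p-value 0.0151) on day 20 and was lost without day 20 SF replicate 1 or 4, or BF replicate 1 (up to 0.0706).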

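On day 10, 16 CYP genes rose and 2 fell by FDR p-value, 18 when adjusted over the list alone, and 6 rose past both criteria. This number was 3 without day 10 SF replicate 2, SF replicate 4 or BF replicate 2. CYP6N12 rose most, from 0.0480 ± 0.0185 CPM (SD, n = 3) in SF to 0.305 ± 0.172 CPM (SD, n = 3) in BF ovaries (2.64, SE 0.81, FDR p-value 0.0306 as log2 fold change), and was lost without day 10 SF replicate 1, 2 or 4, or BF replicate 1 or 2 (FDR p-values up to 0.118). CYP315A1 rose by 1.26 (SE 0.14, FDR p-value 1.18e-04) on the log2 scale, and 1.96 and 1.21 were its values on days 3 and 20. The CYP genes as a set were shifted upward on day 10 (camera, adjusted p-value 0.00139), but not with the correlation between genes estimated (camera, 0.240). Of the genes that fell, CYP329B1 changed by -0.57 (SE 0.11, FDR p-value 0.00216) and CYP12F8 by -0.36 (SE 0.09, FDR p-value 0.00861), the latter lost without day 10 BF replicate 2 (FDR p-value 0.0665). On day 20, CYP325M5 rose by 1.38 (SE 0.46, FDR p-value 0.0419) and CYP325X1 by 1.22 (SE 0.33, FDR p-value 0.0140) on the log2 scale. The first call was lost without day 20 SF replicate 1 or 2, or BF replicate 1 or 4 (FDR p-values up to 0.182), the second without day 20 SF replicate 1 or 4, or BF replicate 2 (up to 0.0635).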

Among the five differentially expressed CYP genes on day 10, four had 2-fold and one had 5-fold overexpression (Table 2). No gap junction genes had significantly altered expression patterns on days 10 and 20. 

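On day 10, 1 innexin was called by FDR p-value, inx2 with a log2 fold change of 0.51 (SE 0.12, FDR p-value 0.00856), which is below 1. Every day 10 BF library lay above every SF library for inx2, at 32.9 ± 3.94 CPM (SD, n = 3) in SF and 47.0 ± 1.71 CPM (SD, n = 3) in BF ovaries. On day 20 neither edgeR nor DESeq2 called an innexin. The lowest FDR p-values were those of inx1 (0.29, FDR p-value 0.129) and inx2 (0.27, FDR p-value 0.131).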

Defense-related genes showed a similar trend on days 10 and 20. However, there were few more defense-specific genes differentially expressed at day 20 than at day 10. This late expression pattern of defense-associated genes could represent a response to environmental contamination or simply be due to aging.

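The defensin and cecropin genes separated the later days by size of change more than by calls. On day 20 the median log2 fold change of the 9 genes was 3.33 against -0.42 on day 10, but 1 was called on day 20, CECE at 3.83 (SE 1.28, FDR p-value 0.0462), and 0 when adjusted over the list alone. None of the reads on CECE were unique to it, and its call was lost without any of the 6 day 20 libraries (FDR p-values up to 0.146). DESeq2 called 7 members on day 20 and limma-voom 0, and without day 3 BF replicate 1 edgeR called 9. As a set they were shifted upward on day 20 (camera with a preset correlation, adjusted p-value 0.00232), as were the CLIP (0.00232), LRIM (0.00322) and TOLL genes (0.00311). With the correlation between genes estimated, camera called none of these sets (adjusted p-values 0.408, 0.277, 0.247 and 0.240). For none of these genes was the difference between the effects of days 20 and 10 past the FDR in edgeR.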

### Gene ontology (GO)

All DEGs were subject to gene ontology analysis using Blast2GO plug-in tool of the CLC workbench. Using this analysis tool, 93, 46, and 30 gene ontology (GO) terms were identified on days 3, 10 and 20, respectively (Suppl. Table 3). These GO terms were categorized into Biological process, Molecular function, and Cellular components. The enriched GO terms included peptidase activity, oxidoreductase activity, extracellular space, and hydrolase activity acting on glycosyl bonds, among others on day 3 (Fig. 4; Suppl. Table 3). There were 83 depleted GO functional terms, including ion binding, cell differentiation, signal transduction, cell death, and plasma membrane on day 3 (Suppl. Table 3). Highly significant top 10 downregulated categories are shown in Fig. 4. On days 10 and 20, enriched GO term categories were identical: peptidase activity and extracellular region. The depleted GO term categories were also similar at these two time points (Suppl. Table 3). These results suggest that mosquitoes are ready for another blood meal.

### Differentially expressed long noncoding RNAs

In addition to the large number of differentially expressed protein-coding genes, we identified a large number of long non-coding RNAs (LncRNAs) in all three time points. LncRNAs are mRNA-like transcripts longer than 200 nucleotides but do not encode proteins. The functions of the LncRNAs, however, remain largely unknown, with a few exceptions that include LncRNAs with defined roles in embryogenesis, development, dosage compensation and sleep behavior, and they are also implicated in virus-host interactions [52–59]. 

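The files mark 3791 genes as LncRNA, and 1561 of them were tested. By FDR p-value alone 692 were called on day 3, 88 on day 10 and 115 on day 20. Past both criteria there were 504 on day 3, 408 risen and 96 fallen. The glmTreat test moved this number most, to 147. Of the 495 LncRNAs listed for day 3 in Suppl. Table 4, 402 passed the filter and 374 were called by FDR p-value.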

The highest number of LncRNAs was observed on day 3 PBM (Suppl. Table 4). Among 2743 DEGs, 495 (18%) were LncRNAs. 

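LncRNAs made up 16.0% of the 3154 genes past both criteria on day 3. In the libraries LncRNA genes held 1.19% ± 0.152 (SD, n = 4) of the gene reads of day 3 BF and 0.989% ± 0.118 (SD, n = 3) of day 3 SF ovaries.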

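On day 10, 56 LncRNAs passed both criteria (39 up, 17 down), 15.7% of the 357 genes, and on day 20, 61 (37 up, 24 down), 14.2% of the 431 genes. The day 10 number was 23 without day 10 BF replicate 2. On day 10, AAEL024619 had the largest separated rise (2.54, SE 0.56, FDR p-value 0.00481 as log2 fold change) and AAEL023754 the largest fall, from 1.40 ± 1.10 CPM (SD, n = 3) in SF to 0.122 ± 0.0354 CPM (SD, n = 3) in BF ovaries. On day 20, AAEL027073 rose by 2.99 (SE 0.80, FDR p-value 0.0138) and was lost without day 20 SF replicate 1, or BF replicate 2 (FDR p-values up to 0.0623). AAEL021980 had 54 SF reads and 0 BF reads on day 20, at least 17.5-fold lower against a floor of 3 reads over the group (FDR p-value 0.0374). Of its reads 6.12% were unique, and its call was lost without any of the 6 day 20 libraries (up to 0.0984). Of the reads on AAEL027073 44.5% were unique, and of those on AAEL023754 71.7%.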

At 10 and 20 days PBM, the corresponding numbers were 11% (41/363) and 10% (44/436), respectively. Fold changes in the expression level ranged from 660-fold increase to an 83-fold decrease on day 3 PBM. 

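Among LncRNAs past the FDR on day 3, the largest rise was that of AAEL022783, 613-fold, and the largest LncRNA fold decrease was 18.7. Among those whose BF and SF libraries did not overlap and that had at least 10 reads in every library of the higher group, AAEL026689 on chromosome 3 from 342477108 to 342477684 fell most, from 0.489 ± 0.154 CPM (SD, n = 3) in SF to 0.0643 ± 0.0824 CPM (SD, n = 4) in BF ovaries (-2.83, SE 0.64, FDR p-value 8.13e-04 as log2 fold change). AAEL022031 had 0, 31 and 0 reads in the SF libraries and 0 in each of the 4 BF libraries (FDR p-value 0.104), so that its level rests on SF replicate 2 alone, and 1.59% of its reads were unique. Without day 3 BF replicate 1 the largest fold decrease among called LncRNAs was 126.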

Thirteen LncRNA were common in all three time points (Fig. 5). 

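Past both criteria, 14 LncRNAs were called on all 3 days, 8 risen and 6 fallen each day, where 0.707 would be common if the calls were independent. This number was 9 without day 10 BF replicate 2 or day 20 SF replicate 2. Of the 13 LncRNAs listed for all 3 days in Suppl. Table 4, 10 were called on every day here. All 13 kept their direction over the days, 6 of them up and 7 down.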

LncRNAs were also found to be differentially expressed in *A. aegypti* mosquitoes following ingestion of a Zika virus containing infectious blood meal [41]. It would be interesting to determine if these LncRNAs have any roles in egg development, embryogenesis, or in defense against pathogens.

**Fig. 5:**
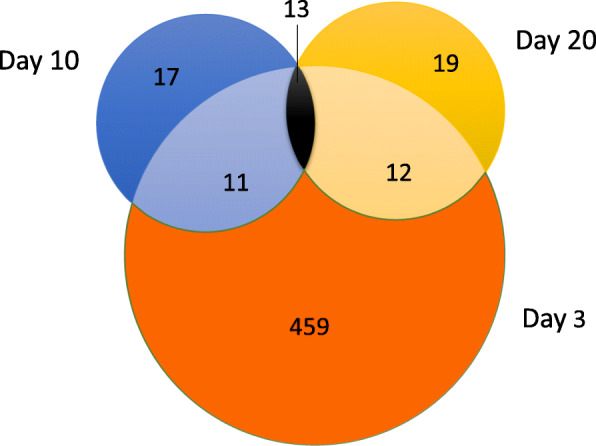
Venn diagrams showing the number of differentially expressed LncRNAs between blood fed (BF) and sugar fed (SF) samples at three different time points. Overlapping areas indicate genes that were common to both or to all three different time points. Thirteen LncRNAs were common to all three time points

### RNA-Seq validation

As mentioned above, gap-junction proteins were differentially expressed in our system as in previous studies [50]. Expression levels of genes (the ZIPs and ZnTs) encoding proteins that transport iron across membranes are increased in ovaries following a blood meal [60]. Our studies also showed that the expression of AAEL014762 (a ZIP family member) was increased nearly two-fold (FDR *p*-value 2.71 × 10^− 15^).

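AAEL014762 on chromosome 1 from 212035416 to 212115132, which overlaps a gene on the opposite strand, went on day 3 from 93.7 ± 5.72 CPM (SD, n = 3) in SF to 180 ± 28.9 CPM (SD, n = 4) in BF ovaries, a log2 fold change of 0.94 (SE 0.10, FDR p-value 1.61e-07). All 4 BF libraries lay above all 3 SF libraries, and the estimate stayed between 0.86 and 1.01 without single libraries. On days 10 and 20 its log2 fold changes were -0.19 (FDR p-value 0.196) and -0.18 (FDR p-value 0.220).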

In addition, levels of 10 random transcripts showing differential expression PBM were tested by real-time quantitative polymerase chain reaction (RT-qPCR) (Table 4). Primers used are described in Supplementary Table 5. Transcripts were randomly chosen to include genes that showed either an enhanced or a decreased expression level. Among the genes tested, although the level of expression change does not match with that of the RNA-Seq analysis, the overall trend (over or under-expression) remained the same in both RT-qPCR and RNA-Seq analyses. 

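In the RNA-Seq data of day 3, AAEL019856 rose from 0.502 ± 0.272 CPM (SD, n = 3) in SF to 124 ± 60.9 CPM (SD, n = 4) in BF ovaries, a log2 fold change of 7.96 (SE 0.69, FDR p-value 1.40e-07), AAEL013218 by 6.39 (SE 0.47, FDR p-value 4.42e-09) and AAEL006138 by 3.01 (SE 0.45, FDR p-value 1.29e-05). From exon reads alone the rise of AAEL013218 was 8.71. AAEL023200 had 0 reads in SF and 124 in BF, at least 35.4-fold higher against a floor of 3 reads over the pooled group (FDR p-value 0.0358). BF replicate 1 held 2.10 CPM against 0.0563 to 0.259 in the other BF libraries, so that this bound rests mostly on it. None of the reads on AAEL023200 were unique, and its call was lost without day 3 SF replicate 1, 2 or 4, or BF replicate 1 (FDR p-values up to 0.120). AAEL008417 changed by -3.29 on the log2 scale (FDR p-value 0.00706), a call that rested on SF replicate 2, without which the log2 fold change was 0.08 (FDR p-value 0.940). Of its reads 16.4% were unique. AAEL017418 had log2 fold changes of -2.53 (FDR p-value 0.0136) on day 3 and -2.85 (0.0338) on day 10, lost without day 3 SF replicate 4 (up to 0.228) and without day 10 SF replicate 4, or BF replicate 1 or 2 (up to 0.209). AAEL004130 changed by -1.23 on day 3 (FDR p-value 0.0751) and -2.19 on day 10 (FDR p-value 0.0310), the latter lost without day 10 SF replicate 1, or BF replicate 1, 2 or 4 (up to 0.153), and the difference between the effects on these days had an FDR p-value of 0.422. AAEL020455, with 4.02% unique reads, changed by -3.29 on day 10 (FDR p-value 0.0143), lost without day 10 SF replicate 1, or BF replicate 2 (up to 0.0629), and was not called on day 3 (0.618) or day 20 (0.738). On the later days AAEL006138 stayed higher in BF on day 20 (4.18, FDR p-value 1.70e-04), while AAEL019856 had FDR p-values of 0.0605 on day 10 (2.77) and 0.127 on day 20 (2.16).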

Among the 10 genes tested, we included OBP46, an odorant-binding protein, to confirm that OBPs were differentially expressed following a blood meal in ovaries. OBP46 was overexpressed in both RNA-Seq and qPCR analysis. 

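Over the single libraries of day 3, OBP46 had 1, 0 and 0 reads in SF replicates 1, 2 and 4 and 81, 77, 46 and 167 in BF replicates 1, 2, 3 and 4. Without single libraries its log2 fold change lay between 7.32 and 9.63 and its FDR p-value reached at most 1.68e-05. On day 10 it had 2 SF and 12 BF reads (FDR p-value 0.141), a ratio of 6.34 whose 95% exact counting interval, 1.41 to 58.3, lies above 1 but leaves out the spread between libraries. On day 20 it had 5 SF and 2 BF reads, the other direction (FDR p-value 0.543).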

Our RT-qPCR results, thus, confirmed the RNA-Seq results (Table 4).

**Table 4:**
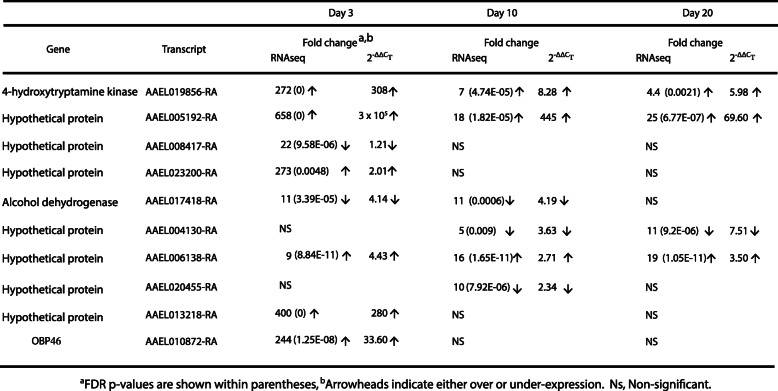
Quantitative PCR validation of the RNA-Seq ressults

Most of the DEGs on day 3 returned to the non-significant level at later time points. These results were expected since most of the mosquitoes have laid their eggs by day 10 and are ready for a second blood meal. Accordingly, gene ontology analysis confirmed that both days 10 and 20 had similar enriched and depleted gene ontology term categories. For example, both peptidase activity and extracellular region categories were enriched on both days 10 and 20. 

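Of the 9029 day 3 genes, 5699 (63.1%) were called on neither later day, and of the 3154 genes past both criteria on day 3, 2747 (87.1%) passed both on neither later day. Among these 3154 genes the median absolute log2 fold change was 1.54 on day 3, 0.50 on day 10 and 0.51 on day 20, and 715 and 781 of them were still called by FDR p-value. The paper explains this return by egg laying, as most of the mosquitoes had laid by day 10 and were ready to feed again, and it states that BF ovaries still differed slightly from SF ovaries of the same day.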

The result of our gene-ontology analysis is also similar to that of the gene expression studies by EST analysis in autogenous *Georgecraigius atropalpus* mosquito ovaries during the autogenous phase of egg production [23]. Similarities include identification of transcripts associated with intermediary metabolism and extracellular space (Suppl. Table 3).

Although most DEGs returned to the non-significant level at later time points, the gene expression pattern in blood-fed mosquito ovaries differed slightly from SF ovaries at the same time point. More than 300 genes exhibited differential expression patterns on days 10 and 20 PBM. 

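The genes called by FDR p-value on the later days mostly changed in the same direction on the other days. Of the 2681 genes of day 10, 96.4% had the same direction on day 20 and 91.6% on day 3. Of the 2976 genes of day 20, 95.4% had the same direction on day 10 and 85.8% on day 3. Of the 357 genes past both criteria on day 10, 184 were called by FDR p-value on day 20, and their median absolute log2 fold change was 1.37 on day 10 and 1.00 on day 20.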

The data presented here represent ovary transcriptomes in mosquitoes that do not take a second blood meal during a gonotrophic cycle. In nature, *A. aegypti* generally takes multiple blood meals during a single gonotrophic cycle. Each meal will trigger gene expression for egg maturation. Consequently, the pattern of gene expression observed in our studies may not represent what happens in nature. Further studies with additional blood feeding in the same gonotrophic cycle are necessary to address this issue.

## Conclusions

A large number of genes were differentially expressed following ingestion of a blood meal in mosquito ovaries when compared to SF ovaries. Differential expression is highest on day 3 PBM and most of the DEGs return to the non-significant level by day 10, although expression was not identical to the SF samples. Major categories of DEGs on day 3 included OBPs, cytochrome P-450 mediated detoxification genes, defense-specific genes among others. Gene ontology terms including, peptidase activity, oxidoreductase activity, negative regulation of cellular metabolic and macromolecule metabolic processes were significantly enriched on day 3 PBM. Since blood is the primary source of infection by viral or other infectious agents, ovaries must become prepared to deal with blood-borne or environmental pathogens to protect their germ-line cells. Studies are underway to reveal ovary’s response to infectious blood meals.

## Methods

### Mosquito feeding and rearing

All mosquito rearing was done at 28 °C. 4–7 days old *A. aegypti* (from Poza Rica, Mexico, kindly provided by Greg Ebel, CSU) were fed with warmed sheep blood (Colorado Serum Company). No additional blood meals were given for the entire study period. After feeding for an hour at room temperature, engorged females were separated in cardboard containers. A 65-mm petri dish containing water-soaked cotton covered with a wet coffee filter paper was placed inside the jar for laying eggs. All mosquitoes, both control and blood fed, were maintained with 10% sucrose and reared identically.

### Library preparation

Ovary samples were collected on days 3, 10, and 20 PBM. Ovary dissection was carried out in sterile 1X phosphate buffered saline and stored immediately at -80 °C until RNA isolation. Ovaries were collected from about 25 mosquitoes for each time point. Eggs, if present, were removed from the ovaries before collection. Total RNA was isolated using the mirVana miRNA isolation kit (Invitrogen) then treated with Turbo DNase followed by inactivation of the DNase using the supplied DNase inactivation reagent following the manufacturer’s suggestions. rRNA was depleted using the Illumina Ribo-Zero gold kit. Prior to library preparation, mosquito total RNA was quality checked using an Agilent Fragment Analyzer and Qubit Fluorescence (Invitrogen). RNA libraries were prepared following the Illumina Stranded total RNA library prep kit with Ribo-Zero Gold protocol. Following library concentration and quality control, final libraries were pooled to 10 nM and the concentration of the pool was determined using the Kapa Biosystems Universal qPCR kit. After dilution and denaturing, the pooled library was loaded onto a NovaSeq6000 S1 flow cell (PE200) for sequencing. Library preparation and sequencing were done with three biological replicates at the University of Buffalo Genomics and Bioinformatics Core. A total of 19 samples were sequenced. Eighteen samples from three biological replicates (Replicates 1, 2, and 4). There was room for an additional sample; we included a day 3 blood-fed sample from another replicate (Replicate 3). The raw sequences were subjected to quality check by FastQC.

### RNA-Seq data analysis

Qiagen CLC genomics workbench v.20 was used for bioinformatics analysis in this study. Compressed FASTQ files were extracted, trimmed, and filtered using the default parameters of the modified Mott trimming algorithm as implemented in CLC. Differential gene expression analyses were performed using the proprietary RNAseq analyses module as implemented in Qiagen CLC genomics workbench using the default parameters. The CLC RNAseq workflow uses multi-factorial statistics based on a negative binomial Generalized Linear Model (GLM) to determine statistically supported differentially expressed genes between treatments. More specifically, reads were mapped to the VectorBase reference genome (*Aedes aegypti* L 5.0) with mismatch, insertion, and deletion costs parameters set at 2, 3, and 3, respectively, with a length fraction of 0.8 in mapping parameter, where 80% of the nucleotides in a read must be aligned to the reference genome. Principal component analysis (PCA) was used for quality control, tissue contamination, problems with experimental design, and to visualize variation between expression analysis samples. Venn diagram and volcano plot were generated on the CLC workbench.

### Gene ontology

Functional annotation and gene ontology analysis were carried out using the Blast2go Plug-in tool of the CLC workbench. We used blast (SwissProt) and InterProscan to reveal the gene ontology term for the *A. aegypti* transcripts obtained from VectorBase (Aedes-aegypti- LVP_AGWG_TRANSCRIPTS_AaegL5.2.fa.gz). Fisher’s exact test was used to categorize the DEGs into Biological process, Molecular function, and Cellular components.

### RT-qPCR analysis of mRNA

To validate the RNA-Seq results, we used RT-qPCR to measure the relative abundance of 10 transcripts in ovary total RNA preparations using RNA samples from two biological replicates used in the RNA-Seq analysis and two new biological replicates. So, RNA samples from four replicates were used for RT-qPCR validation. Total RNA was prepared and treated with Turbo DNase as described above. Total RNA was reverse transcribed (200 ng in a 20 μl total volume) using superscript IV first strand synthesis system (Thermofisher Scientific). A mixture of Oligo d(T)_20_ and random hexamers was used as primers. Real time Quantitative PCR was performed using 1X powerup SYBR green master mix and 4 pM of each primer and 0.2 μl of the cDNA mixture in a 10-μl total volume. Relative abundance was determined using the Livak (△△C_T_) method. All polymerase reactions were performed in quadruplicate. The ribosomal S7 protein-coding gene was used as an endogenous reference. Primer sequences are shown in supplementary Table 5.

## Supplementary Information

**Additional file 1: Table S1.** RNA read summary of BF and SF libraries.

**Additional file 2: Table S2.** Significant DEGs between BF and SF samples at three different time points.

**Additional file 3: Table S3.** Functional categories of  DEGs.

**Additional file 4: Table S4.** Differential expression of LncRNAs at three time points.

**Additional file 5: Table S5.** Primers used for qPCR assay.

## Data Availability

All raw and processed data are deposited at NCBI Gene Expression Omnibus (GEO) with the accession number GEO GSE152209 (https://www.ncbi.nlm.nih.gov/gds/?term=GEO%20GSE152209). Gene set annotation, expression data and identified long non-coding RNAs are included as supplementary files with the manuscript.

## Abbreviations

BF: Blood fed
CYP: Cytochrome P450
DEG: Differentially expressed gene
EST: Expressed sequence tag
FDR: False discovery rate
LncRNA: Long non-coding RNA
OBP: Odorant binding protein
PBM: Post blood meal
PCA: Principal component analysis
RT-qPCR: Reverse-transcriptase quantitative polymerase chain reaction
RNA-Seq: RNA sequencing
SF: Sugar fed

# Supplementary material for: RNA-Seq analysis of blood meal induced gene-expression changes in Aedes aegypti ovaries
**Source:** BMC Genomics. 2021 May 27;22:396. doi: 10.1186/s12864-021-07551-z
**Supplement:** Supplementary file 5 — Additional file 5: Table S5. Primers used for qPCR assay.

Table S5. Primers used for qPCR assay

| Gene primer name | Primer sequence                |
|------------------|--------------------------------|
| AAEL019856 For   | GTG ATC TAC CGT GCC CAA AT     |
| AAEL019856 Rev   | GAC ATC GTA CTC GCC TAG TTT C  |
| AAEL005192 For   | CTG TGG ACT CAG TTC ATT AGG G  |
| AAEL005192 Rev   | CCT GTC TAA AGC ATC GAC TAC AA |
| AAEL008417 For   | GAA ACG GAA GTC GCT CAA AC     |
| AAEL008417 Rev   | GCA GCC TTC ATT CGT TTC TC     |
| AAEL023200 For   | CAG TAA TCG AAG GGT GGA TTG T  |
| AAEL023200 Rev   | CGG CTC CAG CAA GTA GAT TT     |
| AAEL013218 For   | CAG GTA GCC GAA GTG TTC TAT G  |
| AAEL013218 Rev   | GCC GAC TTT GTG TAG GAT GT     |
| AAEL004130 For   | ATA CTC TGG CCT TCG CAA TC     |
| AAEL004130 Rev   | GCT GGA GAA CTC ACG TTC AA     |
| AAEL020455 For   | CAC CAG CAG ATC CAT CGT AAT    |
| AAEL020455 Rev   | GCT CCT TCT TCT TCG GTT TCT    |
| AAEL017418 For   | GGC ACA GCA GTT CCT TAG T      |
| AAEL017418 Rev   | GGT ATA GAT GGG CGT CGA AAG    |
| AAEL006138 For   | GCC ATA CTT CAC CGG CTA TAA G  |
| AAEL006138 Rev   | TTC GGC GAT TTC CTC GAT AAG    |
| OBP46 For        | CAC TCA GAA CTA CGC TGG ATA C  |
| OBP46 Rev        | GCT CTG GTG CAC TTG TCA TA     |
| S7 For           | ACC GCC GTC TAC GAT GCC A      |
| S7 Rev           | ATG GTG GTC TGC TGG TTC TT     |

How the deposited data were processed for this re-analysis (not part of the article)

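Ovaries of SF and BF mosquitoes were compared on days 3, 10 and 20 in 19 libraries, 9 from SF and 10 from BF ovaries, each a pool of ovaries. The authors trimmed the read pairs, mapped them to the AaegL5.0 genome in the CLC workbench and counted the pairs on each gene. The deposited count values are whole numbers of read pairs for total and unique gene reads, exon reads and intron reads, without normalization, and gene reads were checked to equal exon reads plus intron reads in every file. The deposited RPKM values were made by the authors' CLC run from exon reads, exon length and the number of mapped pairs. They were used here only to derive the total of mapped pairs of each library, and with it the intergenic share. Biotypes, exon numbers, positions and gene symbols were taken from the same files, which hold 19381 genes. The annotation release used for counting, the strand setting and the handling of pairs that fit several places are not given in the sources used here. The FDR p-values and log2 fold changes of the paper's supplementary tables were made by the authors' own differential expression run in that software.

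Total gene reads were tested in R 4.3.3 with edgeR 4.0.16. Genes were filtered by filterByExpr over the 6 groups (minimum count 10, minimum total count 15), scaled by TMM and fitted with robust quasi-likelihood dispersions, with a common biological coefficient of variation of 0.160. Each day's BF group was set against its SF group, SF groups were compared between days, and differences between the effects of the days were tested as interactions. A gene was called at an FDR p-value under 0.05, and the further criterion was an absolute log2 fold change above 1, with the prior count of 0.125 that edgeR uses. The PCA used log2 CPM with a prior count of 2. Gene families were taken by symbol, and families with at least 5 tested members were tested as sets with camera (preset correlation 0.01) and fry of limma 3.58.1. Gustatory receptors and the defense symbols outside the named families were added after the files had been seen, which makes 13 families in the set tests. Genes with 0 reads in a group are given as a bound against 3 reads over the group, and those with 1 to 3 reads as a ratio with its exact interval. These bounds and intervals pool the reads of a group, and so leave out the spread between its libraries. Tables and figures were made in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.

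The model was tested on simulated counts drawn from the means and sizes of these libraries, with known fold changes in a set of genes, of which between 194 and 197 per day were among the 13606 genes tested. It recovered 85.8% of them for BF against SF on day 3, 82.0% on day 10 and 83.2% on day 20, with 0 in the wrong direction, and 3.43%, 4.22% and 5.78% of its calls fell on unchanged genes. Of the genes changed by a log2 fold change of 1 it recovered 68.2%, 66.7% and 62.5%, so that smaller changes were missed more often. The simulated changes were few, balanced between rises and falls, and held no shift in intron reads. On day 3 of the real data 9029 of 13904 genes were called, with 2820 rises and 334 falls past both criteria. The rates therefore do not cover a response as broad and one-sided as that of day 3. The depth of each group is given at the paper's sentence on the number of reads.

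Comparisons, tests, thresholds, alternatives and the rule for naming genes were set before the data were examined. The alternatives were DESeq2 1.42.0, limma-voom, scaling by RLE, by upper-quartile factors and by library size alone, no low-count filter, a filter of 10 reads in 3 libraries of a group, each day fitted separately, the replicate number as a block in a single fit and in separate fits, unique gene reads, an FDR of 0.01, a test against a log2 fold change of 1 (glmTreat), and leaving out each library in turn. For the PCA they were the 500 most variable genes, unit variance, a prior count of 0.5 and no filter. Exon reads in place of gene reads, a fold change above 1.5 and both together were added after the data had been seen.

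The genes named are those that the paper's text names, the transcripts of its qPCR primers, the OBPs of its tables and the GST genes of its DEG list, whose values in the paper's tables were seen beforehand. Added to these are, per day, the 3 largest rises and the 3 largest falls among called genes whose BF and SF libraries did not overlap and that had at least 10 reads in every library of the higher group, the largest rise and fall among LncRNAs by the same conditions, and within the CYP, CLIP, LRIM and defensin and cecropin families the 2 largest called rises and falls. The LncRNAs listed for all 3 days were followed as a group. The symbol inx8 is not in the files. GO terms, peptidases and oxidoreductases were not analysed here, because the files hold no product names or GO terms, and qPCR data were not among the files analysed here. Suppl. Table 2 was held only in part for day 3, so that no overlap was counted for that day.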

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

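Of the tests in this part, those on sequencing depth and on a single day 3 BF library, the test on the intergenic share, the comparisons on exon reads and under upper-quartile factors, and the splits by day within each diet, were chosen only after the result was seen.

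Reads from introns, which the paper does not analyse, made up 11.9% of the gene reads in day 3 BF ovaries, and at most 6.15% in any of the 15 other libraries. Genomic DNA would add reads to the introns of all genes alike, but the median gain per kb of intron was 14.7 times as large in the fifth of genes with the most exon reads per kb as in the fifth with the fewest, so that it is not the whole of the gain. The intergenic share, which genomic DNA would raise as well, was 6.98% or more in every day 3 BF library and at most 6.19% in the 15 others, with means of 7.90% in day 3 BF and 5.13% in day 3 SF ovaries, so that a part from genomic DNA stays open. Few genes did not carry the gain, since the 100 genes with the largest gain held 19.5% of the summed gain. The lower depth of some BF libraries does not explain it, because the day 3 BF libraries that were deeper than the shallowest of the other libraries still had at least 9.11% intron reads, and it was not the work of one day 3 BF library, because 4 of the 4 day 3 BF libraries lay above all 15 others. Of 4567 genes with at least 50 intron reads in every day 3 library, 4129 (90.4%) had a higher level of intron reads, scaled to the library, in every BF library than in every SF library, where chance gives 2.86%. Reads from other cells or tissue in the pooled ovaries were not tested. A candidate explanation for the rest is a larger part of unspliced RNA in ovaries after the blood meal, which is a hypothesis found and tested on the same libraries.

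The blood-meal effect differed between day 3 and day 10 for 5114 genes and between day 3 and day 20 for 5389 genes, by a test of the difference itself. Of these, 63.6% and 70.4% were called in the same direction on exon reads, and 96.1% and 97.0% under upper-quartile factors, so that neither intron reads nor the scaling accounts for most of them. For the 1748 and 1466 genes that were tested and not called on exon reads, a part of intron reads in the difference stays open. Day labels were redrawn at random within each diet, which keeps the blood meal and removes its tie to the day. Of 40 splits, the real one included, only 1, the real one, gave as many genes for days 3 and 10 (next 1304), so that a random grouping can be excluded there. For days 3 and 20, 2 of 40 gave as many, with which it cannot be excluded. The other split, with 5746 genes, kept all BF libraries on their days and exchanged only SF replicate 2 of day 3 with SF replicate 4 of day 20. Without day 3 BF replicate 3, which leaves 3 libraries in every group, 5559 and 5677 genes differed, so that the fourth library of day 3 BF does not account for them. Day 3 also differs from the later days in the share of intron reads. A biological difference between the days, named by the design, stays open and was not tested.

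Called on both days in opposite directions, with a difference between the effects past the FDR, were 84 genes on days 3 and 10 and 212 genes on days 3 and 20. They are 84 of the 2241 and 212 of the 2375 genes called on both days of each pair. CLIPB24 is such a gene of the families named here. Whether these genes follow a technical difference was not tested for them as a set.

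In the day 3 BF group, the only group of 4, a library stood far from the other 3 in 10 of 101 measures, where about 1 in 20, or 5.05, would do so by chance. The measure is the gap to the nearest library over the range of the 4. Replicate 3 was the outlying library in 4 of the 10, replicate 2 in 3, replicate 1 in 2 and replicate 4 in 1. For library measures the gap was 0.861 for the share of unique reads (replicate 4) and 0.878 for the share of rRNA reads (replicate 2). For log2 CPM of genes it was 0.966 for OBP15 (replicate 2), 0.868 for TOLL9A, 0.845 for GSTS1, 0.941 for OBP6 and 0.913 for CYP325G2 (all replicate 3), 0.852 for LRIM16 (replicate 2), and 0.864 for CECD_1 and 0.885 for CLIPE8 (both replicate 1). The share of unique reads ran only from 90.9% to 91.4%, and the rRNA share was 0.620% in replicate 2. In PCA the 4 libraries had no such gap. CYP325G2 had 1 read in replicate 3, and CECD_1 had 4 reads in replicate 1, which is the only BF library of that day below the SF libraries for this gene. No technical explanation was tested for these gaps. The 4 libraries are biological replicates from separate pools, between which the labels name no difference. A biological difference between the pools was not tested either and stays open.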

How the results depend on the processing

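Tests with exon reads, with a fold change above 1.5 and with both were chosen only after the result was seen, and the others in this part were planned. Values are given mainly for the settings that moved a count by more than 1.5 times, and where no value shows why, the cause was not tested.

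The number of DEGs on day 3, 9029 by FDR p-value, stayed within 1.5 times under every alternative set beforehand that tests for any change, from 7470 at an FDR of 0.01 to 9191 without day 10 SF replicate 4, and was 5407 with a fold change above 1.5 and 3927 on exon reads with a fold change above 1.5. Its 3154 genes past both criteria were 3355 without the filter, 2522 on exon reads and 1359 under glmTreat.

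An FDR of 0.01, by construction stricter, gave 1137 and 1298 DEGs on days 10 and 20, 179 and 195 genes past both criteria, 22 and 13 LncRNAs, 7 and 9 defense genes, 9 OBPs on day 3, 441 DEGs common to the 3 days, 6 LncRNAs common to the 3 days, 3278 genes whose effect differed between days 3 and 10, and 182 and 208 called genes of the authors' lists. In SF ovaries it gave 896 genes between days 3 and 20 and 1 gene between days 3 and 10. With a fold change above 1.5 in addition there were 878 and 995 DEGs on days 10 and 20, and on exon reads 757 and 895. With the log2 fold change criterion 92 DEGs were common to the 3 days in place of 1286.

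The glmTreat test asks more than an estimate above 1, and gave 2 and 2 genes on days 10 and 20, 147, 0 and 0 LncRNAs on days 3, 10 and 20, 0 LncRNAs common to the 3 days, 48, 0 and 0 defense genes on the 3 days, 5 OBPs and 24 CYP genes on day 3. The zeros are glmTreat's at an FDR of 0.05, where the test of any change by edgeR gave 56 and 61 LncRNAs and 13 and 19 defense genes past both criteria on days 10 and 20.

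The tool and the layout of the fit mattered for small numbers. The 0 genes whose effect differed between days 20 and 10 in edgeR (1074 at an unadjusted p-value under 0.05) were 11 in DESeq2 and 0 in limma-voom. The 10 genes between days 3 and 10 in SF ovaries were 320 in DESeq2, 18 in limma-voom, 4 without the filter, 104 with the replicate block and 19 on exon reads. Day 20 LncRNAs past both criteria, 61, were 34 when each day was fitted separately and 32 with the block in separate fits, in which the day 20 DEGs were 1965. Separate fits have fewer residual degrees of freedom.

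The replicate numbers pair the libraries at most in part. Residuals of libraries with the same number and day had a mean correlation of 0.0693, and 2 of 9 were above 0.1. Over all days, libraries with the same number had a mean of 0.0734, with 14 of 45 above 0.1, and those with different numbers -0.0314, with 1 of 105, where residuals that sum to 0 within a group lower the latter by construction. With the number as a block in the single fit, there were 9159, 3408 and 3679 DEGs on days 3, 10 and 20, and 3261, 400 and 472 genes past both criteria. In SF ovaries 3213 genes differed between days 3 and 20, and 104 between days 3 and 10.

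The scaling changed the balance of directions. On day 3, genes higher in BF made up 49.8% of the DEGs under TMM, 57.4% under upper-quartile factors and 53.0% by library size. On days 10 and 20 the shares by library size were 62.0% and 64.7%, above 50%, and under TMM below it. Between days 3 and 20 in SF ovaries, 1468 genes rose and 978 fell under TMM, but 598 rose and 1561 fell under upper-quartile factors. For BF against SF on days 3, 10 and 20, no scaling moved the median log2 fold change of all genes by more than 0.0997. This shift was not computed for the comparison of SF days.

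With each library left out in turn, the DEGs by FDR p-value ranged from 8334 (without day 3 SF replicate 2) to 9191 (without day 10 SF replicate 4) on day 3, from 1126 (without day 10 BF replicate 2) to 2851 (without day 3 BF replicate 3) on day 10 and from 1601 (without day 20 BF replicate 2) to 3169 (without day 3 BF replicate 3) on day 20. Genes past both criteria ranged from 199 (without day 10 BF replicate 2) to 401 (without day 10 BF replicate 4) on day 10. LncRNAs past both criteria on day 10 ranged from 23 (without day 10 BF replicate 2) to 60 (without day 20 BF replicate 4), and on all 3 days from 9 (without day 10 BF replicate 2) to 15 (without day 3 SF replicate 1). Defense genes ranged from 7 (without day 10 BF replicate 2) to 15 (without day 3 BF replicate 4) on day 10 and from 12 (without day 20 SF replicate 1) to 29 (without day 3 BF replicate 1) on day 20, and OBPs on day 3 from 8 (without day 3 BF replicate 4) to 13 (without day 20 SF replicate 1). DEGs common to the 3 days ranged from 699 (without day 10 BF replicate 2) to 1391 (without day 3 BF replicate 3). The called genes of the authors' day 10 list ranged from 200 (without day 10 BF replicate 2) to 316 (without day 3 BF replicate 1). In SF ovaries, genes between days 3 and 20 ranged from 1178 (without day 20 SF replicate 1) to 2598 (without day 3 BF replicate 3), and those between days 3 and 10 from 0 (without day 10 SF replicate 4) to 18 (without day 20 BF replicate 2), where edgeR had 1996 at an unadjusted p-value under 0.05 with all libraries. The genes whose effect differed between days 20 and 10 ranged from 0 to 1, the latter without day 10 SF replicate 2 or day 20 SF replicate 1. Other libraries moved a count by more than 1.5 times as well. Without day 10 SF replicate 2 there were 1745 DEGs on day 10, and without day 10 SF replicate 4 there were 8 defense genes on day 10. Without day 20 SF replicate 2 there were 1706 DEGs on day 20, 856 DEGs common to the 3 days, 9 LncRNAs past both criteria on all 3 days, 12 defense genes on day 20 and 1230 genes between days 3 and 20 in SF ovaries. Without day 20 SF replicate 4 there were 1917 DEGs on day 20, without day 20 BF replicate 2 there were 824 common DEGs, and without day 3 BF replicate 1 there were 9 OBPs on day 3. Between days 3 and 20 in SF ovaries there were 1584 genes without day 3 SF replicate 1 and 1349 without day 3 SF replicate 4.

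Of the 11 families planned for set tests, camera called 3 on day 3, 4 on day 10 and 5 on day 20. By fry these were 10, 7 and 8, and camera with estimated correlation called 0, 0 and 0.

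The gap between BF and SF on PC1 stayed positive in every PCA of a single day. For day 20, 88.1% of the range, it was 62.1% with the 500 most variable genes, 63.0% with unit variance, 83.1% with a prior count of 0.5, 83.9% without the filter and 82.7% on exon reads. Without single libraries it ranged from 74.3% (without day 3 BF replicate 1) to 86.3% (without day 3 BF replicate 3) on day 3, from 46.8% (without day 10 SF replicate 1) to 76.8% (without day 10 SF replicate 4) on day 10, and from 84.7% (without day 20 SF replicate 2) to 94.0% (without day 20 SF replicate 4) on day 20.

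For the named genes, 3041 of 3337 log2 fold changes under the alternatives set beforehand other than leaving out libraries kept their direction and side of the threshold, 241 were no longer called, 55 were newly called and 0 reversed. The glmTreat test accounted for 98 and the FDR of 0.01 for 51 of the losses, and limma-voom for 26. Without single libraries 4818 of 5079 kept both, and 2 reversed. AAEL008417 on day 3 ranged from -3.88 (without day 3 SF replicate 1) to 0.076 (without day 3 SF replicate 2), and AAEL025887 on day 20 from -3.56 (without day 20 SF replicate 2) to 0.41 (without day 20 SF replicate 1). Of 132 calls of a named gene on a day, 50 were lost without at least 1 library. On exon reads 254 of 258 kept both.

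Depth limits the genes with few reads. Or122, Or113 and OBP56 stayed below the filter, and for OBP46, OBP40, OBP41, AAEL023200 and AAEL022658 the SF level rests on 0 to 2 reads, so that only bounds or wide intervals of the fold change can be given.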

Differences from the paper's values

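Comparisons with exon reads and with a fold change above 1.5 were chosen only after the result was seen. All other alternatives were set before the data were examined.

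The paper gives 4289, 660 and 780 DEGs for days 3, 10 and 20, a sum of 5729 and 249 common DEGs, where 9029, 2681, 2976, 14686 and 1286 were counted here by the FDR p-value alone. Under all alternatives set before the data were examined that ask for no fold change the counts stay more than 1.5 times as large as the paper's, the lowest being 7470, 1126, 1298, 9905 and 441. The criterion of FDR p-value and log2 fold change together gave 3154, 357 and 431 genes, a sum of 3942 and 92 DEGs common to the 3 days, of which 3154 and 3942 are within 1.5 times of the paper's values and the others are lower by more. The test against a log2 fold change of 1 (glmTreat) gave 1359, 2 and 2 genes. On exon reads alone, chosen after seeing the values, they were 7415, 2241, 2529, 12185 and 919. With a fold change above 1.5 as a further criterion, chosen after seeing the values, the counts were 5407, 878, 995, 7280 and 309, within 1.5 times of the paper's. This setting drops 56 of the paper's own 363 listed genes on day 10 and 67 of 436 on day 20, against 55 and 67 by the FDR p-value alone. On exon reads with the same criterion, also chosen after seeing the values, the counts were 3927, 757, 895, 5579 and 288, and 54 and 54 of the paper's genes were dropped. With a log2 fold change above 1, the paper's 2743, 363 and 436 stand beside 3154, 357 and 431 here.

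The paper gives 83 as the largest LncRNA fold decrease on day 3, where it was 18.7 here among called LncRNAs. Of the alternatives set before the data were examined, only the setting without day 3 BF replicate 1 gave a value, 126, that is not apart from the paper's by more than the spread between replicates. AAEL022031, the paper's gene, had -6.37 as log2 fold change with an FDR p-value of 0.104, 0.130 on exon reads and 0.132 without the filter.

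PC2 of the day 3 PCA holds about 13% in Fig. 1, read by eye, and 7.34% here. With the 500 most variable genes it was 8.91%, with unit variance 9.60% and without the filter 8.98%, which are within 1.5 times of the paper's value. With a prior count of 0.5 it was 8.14% and on exon reads, chosen after seeing the values, 8.35%, which are not. PC1 of day 3 holds about 50% in Fig. 1, read by eye, and 70.9% here (68.1% on exon reads). It is higher here, though within 1.5 times of the paper's value.

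Of 95 log2 fold changes of named genes compared with the paper's tables, 7 differed by more than their error. For day 3 the paper gives 1.34 for Or6 (here 0.72), 8.64 for AAEL013218 (here 6.39) and 1.36 for OBP6 (here 1.74), and for day 10 it gives 1.54 for CYP315A1 (here 1.26). Across the genes of the paper's lists for days 10 and 20, the median absolute difference from the paper's log2 fold changes was 0.0619 and 0.0628 on gene reads, and 0.00323 and 0.00341 on exon reads, so that the fold changes in these lists are those of exon reads. No alternative set before the data were examined brings the 4 genes within the error. Exon reads, chosen after seeing the values, do so, with 1.40, 8.71, 1.42 and 1.53, and drop 54 of the paper's listed genes on each of days 10 and 20. For TOLL5A the paper gives 1.71 (here 1.60), for inx2 1.96 (here 1.82) and for LRIM16 2.70 (here 2.46), all on day 3. These 3 come within the error under upper-quartile factors, library size alone, both settings with the replicate block, the setting without day 3 BF replicate 3, and exon reads, which were chosen after seeing the values. TOLL5A and LRIM16 also do so when each day is fitted separately and without day 3 BF replicate 4, TOLL5A without day 3 SF replicate 4, and LRIM16 on unique gene reads and without day 3 SF replicate 2. The other alternatives leave these 3 apart.

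The paper describes 3 cysteine-rich venom proteins as higher in BF ovaries on day 3 and names AAEL000379 among them, while its log2 fold change here was -1.34 (FDR p-value 1.98e-04), with 0.0393% unique reads. The other 2 genes are not named in its text. The paper finds no significant change for IMD, which was called here on day 3 (0.72, FDR p-value 1.01e-04) below a log2 fold change of 1, whereas HOP and DOME were not called on day 3 here either. It lists ppk301 as changed, and here its log2 fold change was -0.05 (FDR p-value 0.921), and -1.27 on exon reads (FDR p-value 0.0574). It counts a fallen OBP and lists OBP56 as changed, while every tested OBP called by edgeR or DESeq2 on day 3 had risen here and OBP56 was below the filter. Without the filter OBP56 was called at -2.20 (FDR p-value 0.0429). Or122 and Or113, higher in BF in the paper, were below the filter. Or122 was called without it (2.51, FDR p-value 0.0366), Or113 was not (FDR p-value 0.0702), and Or121, Or117, Or6 and Or30 changed in the paper's direction.

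The paper reports no altered innexin on day 10, where inx2 was called here (0.51, FDR p-value 0.00856) below a log2 fold change of 1. It places CYP325N2 first among the risen CYP genes. Total gene reads put CYP325G2 slightly above it, 3.49 against 3.47, from 2 SF reads, and exon reads give the paper's order, with 3.69 for CYP325G2 and 3.87 for CYP325N2. It names CYP325N1 at the lower end, where CYP325G3 (-2.04) and CYP325S2_1 (-1.51) fell more than CYP325N1 (-1.24) here. Its Table 4 has AAEL019856 higher in BF on days 10 and 20, and the values here were 2.77 (FDR p-value 0.0605) and 2.16 (FDR p-value 0.127). DESeq2 called it on both days (FDR p-values 0.00252 and 0.0254), and on day 10 it was also called with each day fitted separately, with the replicate block in either form, and without day 3 BF replicate 3, day 3 BF replicate 4 or day 20 BF replicate 4. The other genes of that table had the paper's direction on the days it lists. Of the 13 LncRNAs that the paper lists for all 3 days, AAEL022783 was not called here on day 10 (2.78, FDR p-value 0.0981) or day 20 (2.26, FDR p-value 0.244), and was called by DESeq2 on both (FDR p-values 0.00587 and 0.0355). AAEL025361 was called on day 3 and not on day 10 (4.88, FDR p-value 0.126) or day 20 (4.39, FDR p-value 0.167), and no setting called it on all 3 days, although the setting without day 3 BF replicate 4 did on day 10. AAEL026580 was not called on day 3 (-0.28, FDR p-value 0.378), and only exon reads, chosen after seeing the values, called it on all 3 days.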

Other observations

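Of the tests in this part, those on exon reads, on AAEL008417 and on AAEL023200 were chosen only after the result was seen.

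The genes called on day 3 on total gene reads were tested for a dependence on the intron reads within the gene counts. On exon reads 73.9% of them were called in the same direction, so that intron reads do not account for most of the calls. For the genes that were called in the opposite direction on exon reads, 45, and those not called, 1955, a part of intron reads in the call stays open. Of the 35 splits of the day 3 libraries into groups of 3 and 4, 1, the real one, gave as many calls (next 6898), as many genes past both criteria (next 1882) and as many LncRNAs past both criteria (next 300), so that a random grouping can be excluded for these 3 results. The split that came next put BF replicate 3 with the SF libraries.

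The genes called on day 10 might be a remainder of the day 3 response or a lasting difference shared with day 20. Of them, 91.6% had the same direction on day 3 and 96.4% the same direction on day 20, and no libraries are shared between the days, so that both remain open. Of the genes called on day 20, 95.4% had the same direction on day 10. For these genes this argues against a change with age in SF ovaries that began only after day 10. An earlier change with age cannot be told apart from a lasting effect of the blood meal. SF and BF ovaries of a day aged together, and each day has its own SF group. Across all tested genes, which are no independent replicates, the effects had Pearson's r of 0.452 (days 3 and 10), 0.481 (days 3 and 20) and 0.383 (days 10 and 20). Of the 10 splits of the 6 libraries of a later day, 1, the real one, gave as many calls by FDR p-value, past both criteria and among LncRNAs, on day 10 and on day 20, and the others gave at most 1 call. With 10 splits a random grouping cannot be excluded by this count.

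SF ovaries changed between days 3 and 20, a comparison that the paper does not report, with 2446 genes called by FDR p-value (1468 up, 978 down under TMM). No single library carried it, since at least 1178 genes were called without any of the 6 libraries. The numbers were 1178 and 1230 without day 20 SF replicates 1 and 2, and 1584 and 1349 without day 3 SF replicates 1 and 4. The composition factors do not account for the number either, as at least 2115 genes were called with library size only and with upper-quartile factors. The balance of rises and falls among the called genes did depend on these factors. Of 10 splits 1, the real one, gave as many, and the others 0, with which a random grouping cannot be excluded. Of the 1045 genes that also changed with the blood meal on day 10, a day that shares no library with this comparison, 97.7% went in the opposite direction, and 472 would be called in both if the calls were independent. Under upper-quartile factors 97.5% of 890 genes went in the opposite direction, and with library size only 97.4% of 857. Age and the time on sugar were not separated by this comparison. Between days 10 and 20, 955 genes changed in BF ovaries (1685 by DESeq2) and 4 in SF ovaries (59 by DESeq2). A test of the difference between these changes, the interaction of days 20 and 10, called 0 genes by edgeR. It called 0 by limma-voom and 11 by DESeq2. The unequal counts therefore do not by themselves show a difference between the diets.

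The rise of the defensin and cecropin genes on day 20 was tested for reads shared between near-identical copies and for a single library. On unique reads the median log2 fold change of the 5 members that could be tested was 3.21, and with each day 20 library left out it was at least 2.70 (without SF replicate 1), so that neither accounts for the size of the rise. The calls of these genes depended on the method and on single libraries, with 1 called by edgeR and 7 by DESeq2, 1 by edgeR without day 20 SF replicate 4, 0 when any of the other 5 day 20 libraries was left out, and 9 without day 3 BF replicate 1. A late immune response is a candidate explanation, and reads from microbes or other tissue in the pools were not tested.

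The fall of AAEL008417 on day 3 rests on 1 SF library, since its FDR p-value was 0.940 without day 3 SF replicate 2. For this gene the technical explanation stays, and no biological one was tested. Day 3 BF replicate 1 held 99 of the 124 BF reads of AAEL023200, whose FDR p-value was 0.120 without it. The call was also lost without day 3 SF replicate 1, 2 or 4 (each at an FDR p-value over 0.05), and the other 3 BF libraries held 2, 11 and 12 reads where SF had none, so that a rise made by 1 BF library cannot be told apart from one in all 4.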
